# Single‐cell RNA‐seq reveals early heterogeneity during aging in yeast

**DOI:** 10.1111/acel.13712

**Published:** 2022-10-01

**Authors:** Jincheng Wang, Yuchen Sang, Shengxian Jin, Xuezheng Wang, Gajendra Kumar Azad, Mark A. McCormick, Brian K. Kennedy, Qing Li, Jianbin Wang, Xiannian Zhang, Yi Zhang, Yanyi Huang

**Keywords:** early heterogeneity, iron transport, mitochondrial dysfunction, single cell RNA sequencing, yeast aging

## Abstract

The budding yeast *Saccharomyces cerevisiae* (*S*. *cerevisiae*) has relatively short lifespan and is genetically tractable, making it a widely used model organism in aging research. Here, we carried out a systematic and quantitative investigation of yeast aging with single‐cell resolution through transcriptomic sequencing. We optimized a single‐cell RNA sequencing (scRNA‐seq) protocol to quantitatively study the whole transcriptome profiles of single yeast cells at different ages, finding increased cell‐to‐cell transcriptional variability during aging. The single‐cell transcriptome analysis also highlighted key biological processes or cellular components, including oxidation–reduction process, oxidative stress response (OSR), translation, ribosome biogenesis and mitochondrion that underlie aging in yeast. We uncovered a molecular marker of *FIT3*, indicating the early heterogeneity during aging in yeast. We also analyzed the regulation of transcription factors and further characterized the distinctive temporal regulation of the OSR by *YAP1* and proteasome activity by *RPN4* during aging in yeast. Overall, our data profoundly reveal early heterogeneity during aging in yeast and shed light on the aging dynamics at the single cell level.

**Abbreviations**
BP: biological processes
CV: coefficients of variation
CV2: squared coefficient of variation
ERCC: external RNA control consortium
FIT3: facilitator of iron transport
GO: Gene Ontology
HVGs: highly variable genes
log2FC: log2FoldChange
OSR: oxidative stress response
PCA: principal component analysis
RLS: replicative life span
scRNA‐seq: single‐cell RNA sequencing
TF: transcription factor
TPM: Transcripts Per Kilobase of exon model per Million mapped reads
UPR: unfolded protein response
WT: wild type

## 1 INTRODUCTION

It has been known for a long time that budding yeast *S. cerevisiae* has limited division potential, only producing a finite number of daughter cells before death (Mortimer & Johnston, 1959). This phenomenon is defined as replicative aging, and the number of daughter cells produced before death is defined as the replicative lifespan (RLS) (Kaeberlein et al., 2007). Owing to its relatively short lifespan, detailed knowledge of its biology and its easy genetic manipulation, *S. cerevisiae* is regarded as an ideal model organism to study aging (Denoth Lippuner et al., 2014). Indeed, many aging genes and signaling pathways initially found in yeast have also been later found to be conserved in other organisms, such as *C. elegans*, *M. musculus*, and even humans (McCormick et al., 2015).

A dilemma of replicative aging research in yeast exists between the rarity of old cells among an exponentially growing population either on a solid agar plate or in liquid media and the large number of pure old cells conventionally required for biochemical, genomic, or transcriptomic analysis. To address this problem, several approaches have been developed to enrich old yeast cells, including magnetic sorting, elutriation, genetic programming, and even computation (Hendrickson et al., 2018; Hu et al., 2014; Leupold et al., 2019; Lindstrom & Gottschling, 2009; Smeal et al., 1996). However, these methods have yet to be successful at simultaneously ensuring both the quantity and purity of the isolated old yeast cells much less distinguishing old but living cells from dead ones. In addition, conventional bulk population analysis of aging yeast cells may likely obscure some specific features within sub‐populations due to the average effect (Zhang et al., 2018). Therefore, a systematic and quantitative investigation of yeast aging at the single‐cell and transcriptome level would be highly valuable.

Here, we developed a single‐cell RNA‐seq approach to study the replicative aging of yeast and quantitatively assessed the heterogeneity between single yeast cells. Instead of partially purifying millions of old cells, exploiting single‐cell technologies enabled us to obtain novel insights into yeast aging from hundreds of single cells with precise ages. By profiling the transcriptomic landscapes of single yeast cells, we observed an increased cell‐to‐cell transcriptional variability and identified key functional biological processes or cellular components that were highly enriched during aging. We also found early heterogeneity during aging indicated by some iron transporter genes, and successfully characterized the distinctive temporal regulation of transcription between slow‐dividing and fast‐dividing age subgroups.

## 2 RESULTS

### 2.1 Isolation of single yeast cells during aging for scRNA‐seq

Single yeast cells from isogenic populations ultimately have different lifespans. In fact, this is a universal phenomenon of aging across species, albeit in different forms and ranges. And previous single‐cell imaging data of replicative aging in yeast have provided evidence of such heterogeneity. For example, when re‐analyzing the single cell imaging data from a previous microfluidic‐based yeast aging study (Video S1, Zhang et al., 2012), we can observe that as early as 8 h after birth, the distribution of generations of single yeast cells had already become dispersed, and the ranges of the distribution gradually increased at 12 and 16 h after birth (Figure S1a), showing that some cells always divided more rapidly than others ever since early in life. These early‐stage cell division dynamics in yeast seems closely associated with replicative age, with a positive correlation between the generations at early time points (8, 12, 16 h) after birth and the RLS at the single‐cell level (*R* = 0.46, 0.64, 0.73; *p* = 9.6 × 10^−5^, 7.7 × 10^−9^, 7.7 × 10^−9^; Figure S1b). This new finding is consistent with the previous report that the division time of single yeast cells early in life is negatively correlated with RLS, and the division time increases dramatically when approaching the end of life (Zhang et al., 2012). It was also reported previously that early in life, the gene expression level of *HSP104*, which encodes a molecular chaperone that maintains proteostasis in yeast, negatively correlates with RLS (Xie et al., 2012; Zhang et al., 2012). Accordingly, after re‐analyzing the single cell imaging data (Zhang et al., 2012), we observed a negative correlation between the generations at early time points during aging and the *HSP104* gene expression level indicated by a GFP tag fused to this gene in single yeast cells (*R* = −0.43, −0.51, −0.56; *p* = 2.8 × 10^−4^, 8.4 × 10^−6^, 7.8 × 10^−7^; Figure S1c). Collectively, these single‐cell imaging data indicate an early heterogeneity of cell divisions during aging in yeast, and that the division dynamics early in life can predict lifespan.

To probe more deeply into the mechanisms underlying this early heterogeneity revealed by single‐cell imaging, we further developed and applied scRNA‐seq for transcriptome profiling of yeast aging (Figure 1a; see Section 4). We first conducted a RLS assay by continually performed manual microdissection of single yeast cells on a solid agar plate (Steffen et al., 2009), resulting in an median lifespan of 23.0 (Figure S1d). In the meantime, we manually isolated single aging yeast cells from the plate at three different time points (2, 16, and 36 h after birth). 

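Each library came from 1 yeast cell that was lysed in its own tube and converted to cDNA with Smart-seq2, a full-length protocol that primes polyadenylated RNA with oligo-dT and amplifies it by PCR without molecular identifiers. Reads of a gene were therefore not independent molecules, and the exact (Clopper-Pearson) 95% intervals given for shares of cells cover counting error only. The authors deposited a table of log2 normalized counts, in which the reads counted on a gene of the S288C genome R64 were divided by a size factor of the cell, raised by a pseudocount of 1 and converted to log2. The table held values for 125 cells, with 5693 gene identifiers that matched the R64 annotation and 304 that did not, and 62.9% of its values were 0. Levels are given as mean log2 normalized counts ± SD among cells, and differences between groups as differences of these means. Neither the sample labels nor the paper's text names separate cultures for the cells of a group, so each group was treated as a single sample (n = 1). The SD therefore describes cells and not replicates, and no p value is given for any comparison. The tests in the paper took single cells as replicates.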

We placed the cells individually and immediately into a single tube prefilled with lysis buffer containing an external RNA control consortium (ERCC) spike‐in for assessing technical noise. Then a refined Smart‐seq2‐based protocol (Picelli et al., 2014) was performed for yeast aging research (see Section 4).

**FIGURE 1:**
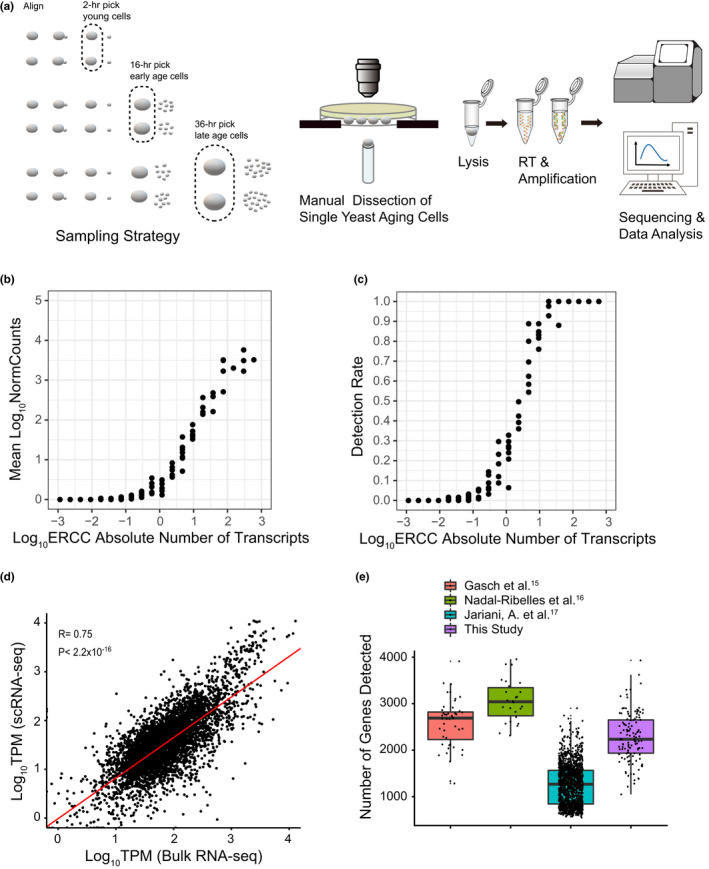
Isolation of single yeast cells during aging for scRNA‐seq. (a) Schematic of the workflow of scRNA‐seq during aging in yeast. Each single yeast aging cell (indicated as gray ellipse in the dashed area) was manually isolated at 2‐, 16‐ or 36‐h after birth, and then placed individually into a single tube prefilled with lysis buffer, followed by modified and optimized Smart‐seq2 (Picelli et al., 2014). (b, c) Assessment of the dynamic range and the sensitivity of the scRNA‐seq protocol. Mean normalized read counts (b) and mean detection rate (c), respectively, across all the single yeast cells that pass the initial quality control (*n* = 125, Table S1) as a function of the (Log_10_) absolute number of 92 ERCC RNA spike‐in molecules. (d) Correlation between our scRNA‐seq data and our bulk RNA‐seq data from cultures grown in similar condition. The expression levels were quantified as TPM (Transcripts Per Kilobase of exon model per Million mapped reads) and log‐transformed with addition of a pseudo count. (e) Number of genes detected per cell across different scRNA‐seq datasets of *S. cerevisiae* (Gasch et al., 2017; Jariani et al., 2020; Nadal‐Ribelles et al., 2019).

### 2.2 Technical assessment of scRNA‐seq

In total, we collected 136 single yeast cells with precise age for sequencing. 

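The reads counted on genes were recovered from the deposited values, and they ranged from 40883 to 833501 per cell over the 125 cells of the table, with a median of 263709. The median was 270573 reads in the 2-h age group, with a range of 58596 to 753691. In the 16-h age group the median was 262919 reads and the range 95476 to 833501. The 36-h age group had a median of 252159 reads and a range of 40883 to 753762. By the totals of Table S1, which are the paper's, ERCC spike-ins took a median share of 0.387 of the mapped reads at 2 h, 0.240 at 16 h and 0.314 at 36 h.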

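All 37 cells of the 2-h age group that were kept in the deposited table had divided 1 time. The 43 cells of the 16-h age group had reached 5 to 12 generations, with a mean of 8.81 ± 1.69 (SD among cells). The 45 cells of the 36-h age group had reached 8 to 22 generations, with a mean of 17.4 ± 3.45.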

The time points of isolation and number of generations at that time were precisely recorded for each cell (Table S1). 

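Of the 136 cells listed, 11 have no values in the deposited table, of which 1 was isolated at 2 h, 6 at 16 h and 4 at 36 h. By the values of Table S1, each of these 11 cells had fewer than 1000 genes detected, with 119 to 925 genes. All 11 also had fewer than 40000 reads when ERCC reads were left out, whereas 2 of them fell below that number when ERCC reads were counted. An ERCC share above 0.74 was found in 9 of the 11 cells. None of the 125 cells of the table met any of these criteria.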

After filtering out the cells with a low number of genes detected, insufficient read counts and ERCC‐dominated samples, we finally retained scRNA‐seq data of 125 cells composed of 37, 43, and 45 single cells in the 2‐h (young), 16‐h (early age), and 36‐h (late age) age groups, respectively, for further analysis (Figure S2a–c; see Section 4). Our method yielded, on average 2202 genes detected per cell, which accounts for about one third of the coding genes in budding yeast *S. cerevisiae* (Table S1). 

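Counted in the deposited table as genes with a value above 0, the number of genes detected was 2226 ± 493 per cell (SD among 125 cells) and ranged from 1146 to 3765. The mean of the counts listed for the same cells in Table S1, which are the paper's, is 2202. Each cell had 3 to 57 more genes in the table than in Table S1. The number was 2078 ± 268 genes in the 2-h age group, 2350 ± 549 in the 16-h age group and 2229 ± 552 in the 36-h age group. Of the alternatives tried, drawing 40000 reads at random from each cell moved the mean most, to 1884 genes.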

According to the analysis of ERCC spike‐in molecules, we realized that the dynamic range spanned five orders of magnitude, and the detection rate was more than 90% for transcripts with an absolute copy number above 10 (Figure 1b,c). We compared our scRNA‐seq data to the bulk RNA‐seq data from cultures grown in similar condition, and our scRNA‐seq quantification can reproduce bulk RNA‐seq data with a correlation of 0.75 and *P* value <2.2 × 10^−16^ (Figure 1d).

We also compared our scRNA‐seq with the scRNA‐seq datasets of *S. cerevisiae* growing in different conditions using different methods published recently (Gasch et al., 2017; Jariani et al., 2020; Nadal‐Ribelles et al., 2019). Overall, we found a good genome‐wide correlation between our scRNA‐seq dataset and three existing scRNA‐seq datasets of *S. cerevisiae*, respectively (Figure S2d). Our scRNA‐seq data has similar gene coverage compared with that from Gasch et al. (2017) using Fluidigm C1 system and Nadal‐Ribelles et al. (2019) using UMI strategy (Figure 1e). The dataset from Jariani et al. (2020) was generated using droplet‐based 10× Genomics Chromium system. It has a lower sensitivity compared with our dataset, but with the highest throughput, detecting a median of 1269 gene transcripts per cell from more than 6000 single cells (Figure 1e).

### 2.3 Cell‐to‐cell transcriptional variability during aging in yeast

We sought to explore the cell‐to‐cell transcriptional variability within different age groups using scRNA‐seq data. 

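The distance of each cell from its age group was computed as 1 minus the Pearson correlation between the log2 normalized counts of the cell and the mean profile of its age group, over all genes of the table. This corresponds to the biological part of the noise measure, and its ERCC part was not used here. The distance was 0.341 ± 0.0225 (SD among cells) in the 2-h age group, 0.354 ± 0.0483 in the 16-h age group and 0.409 ± 0.0646 in the 36-h age group. The mean at 16 h was higher than at 2 h by 0.0134, which is smaller than the SD among cells of either group. The mean at 36 h was higher than at 2 h by 0.0681, which is larger than either SD. When only cells with an ERCC share of at most 0.5 were kept, the difference was −0.0021 between 16 h and 2 h and 0.0498 between 36 h and 2 h. With Spearman in place of Pearson correlations, the alternative that moved the difference between 36 h and 2 h most, it was 0.0401, which is smaller than the SD among cells of 0.0547.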

Overall, we observed increased cell‐to‐cell transcriptional variability during aging in yeast based on a correlation analysis in which the transcriptional variability was measured as the biological noise over the technical noise (Enge et al., 2017) (Figure 2a; see Section 4). We verified this increase in cell‐to‐cell transcriptional variability alternatively using a quantitative statistical method (Brennecke et al., 2013) and, respectively, identified 145, 312 and 524 highly variable genes (HVGs) with coefficients of variation (CV) that were significantly higher than those of the ERCC spike‐in reference within each age group (Figure S3a; Table S2; see Section 4). 

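Squared coefficients of variation (CV2) were computed across the cells of an age group on normalized counts, after the log2 was undone. Table S2 was used here with 144, 311 and 523 genes of the 3 lists. The 144 genes listed for 2 h had a median CV2 of 12.2 among 2-h cells, against 7.03 for the 5818 genes with reads at 2 h. For the 311 genes listed for 16 h the median CV2 among 16-h cells was 9.98, against 6.21 for 5944 genes. The 523 genes listed for 36 h had a median CV2 of 9.48 among 36-h cells, against 6.68 for 5968 genes. Outside the age group on which it was chosen, the 16-h list had a median CV2 of 6.11 at 2 h and 5.65 at 36 h, and the 36-h list had 7.04 at 2 h and 5.76 at 16 h. The alternative that moved these medians most kept only cells with an ERCC share of at most 0.5, and it gave 5.07 for the 16-h list at 16 h and 6.28 for the 36-h list at 36 h.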

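The highly variable genes of each list were compared with all genes by their mean normalized count in the age group of the list. The median of these means was 28.9 normalized counts for the 2-h list and 12.3 for all genes at 2 h. For the 16-h list it was 36.9 normalized counts, against 11.6 for all genes at 16 h. The 36-h list had a median of 55.5 normalized counts, and all genes at 36 h had 19.4.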

The HVGs were not lowly expressed, therefore it's not likely to be a technical result (Figure S3b; Table S2). Interestingly, by Gene Ontology (GO) analysis of these HVGs using DAVID (Dennis G Jr et al., 2003), the biological processes of cellular iron ion homeostasis and siderophore transport were specifically found to be highly enriched in the 16‐h early age group with high statistical significance, implying an early heterogeneity during aging in yeast with regard to iron transport (Table S2).

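Among the iron ion homeostasis and siderophore transport terms of the 16-h list in Table S2 are PCA1, CCC2, SIT1, ARN2, GEF1, OCT1, ENB1, FIT2, FIT3 and FRE5. The median CV2 of these 10 genes was 5.62 at 2 h, 9.83 at 16 h and 6.28 at 36 h, a ratio of 1.75 between 16 h and 2 h. These genes were chosen for a high CV2 in the same 16-h cells, so a peak at 16 h is built into the choice, and the whole 16-h list of 311 genes had the same pattern, with 6.11, 9.98 and 5.65. The 8 iron genes of the 36-h list, which share ARN2, FIT2 and FIT3 with the 10, had 5.93 at 2 h, 7.48 at 16 h and 5.45 at 36 h. The CV2 was higher at 16 h than at 2 h for 7 of the 10 genes. With only cells of an ERCC share of at most 0.5, the ratio was 1.07. CV2 peaked at 16 h for FIT3 (YOR383C), at 7.22 against 2.38 at 2 h and 4.32 at 36 h. Its mean rose over the same times from 36.3 to 219 and 885 normalized counts. FRE5 had a CV2 of 4.76 at 2 h, 21.2 at 16 h and 8.29 at 36 h. PCA1, OCT1 and FIT2 instead had their highest CV2 at 2 h, at 16.4, 23.4 and 6.98.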

**FIGURE 2:**
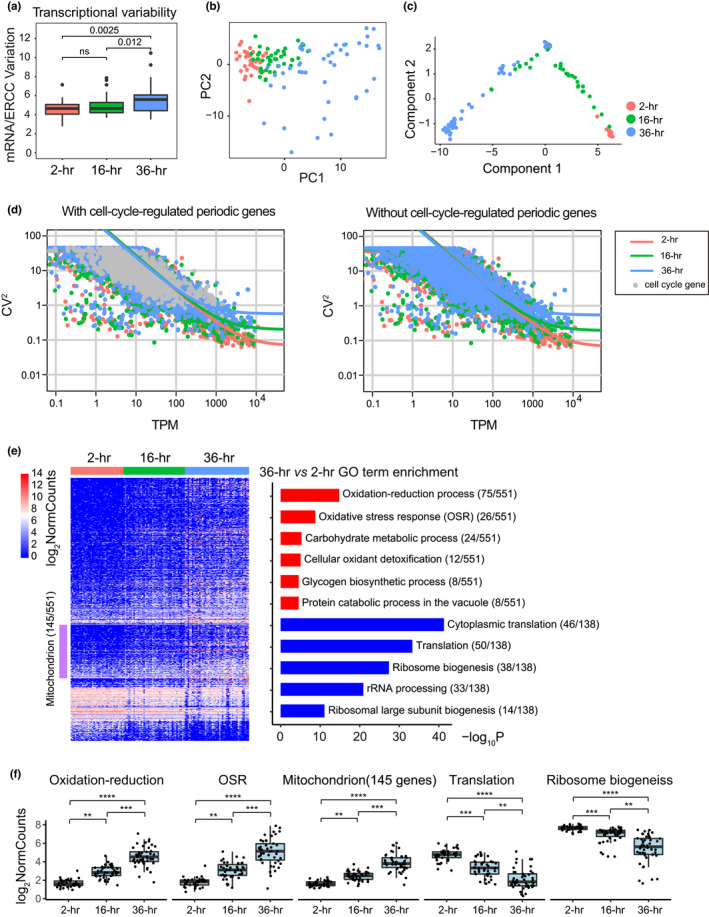
Cell‐to‐cell transcriptional variability and global differential gene expression during aging in yeast. (a) Boxplot showing an increased cell‐to‐cell transcriptional variability during aging in yeast based on a correlation analysis where the transcriptional variability was measured as biological noise over the technical noise (see Section 4). Boxes indicated the first and third quartiles, separated by median line. Whiskers indicated last values within 1.5 × the interquartile range for the box; Wilcoxon *p* values were also shown. (b) PCA plot of single cells (*n* = 125) from different age groups (no cell‐cycle‐regulated periodic genes included as input for PCA). The distribution of single yeast aging cells in the 36‐h late age group was more scattered than that of 2‐h age group and 16‐h early age group, which reflected an increased cell‐to‐cell transcriptional variability. (c) Pseudotime trajectory of single cells (*n* = 125) from different age groups (no cell‐cycle‐regulated periodic genes included as input). The youngest 2‐h age group was very concentrated, whereas the 16‐h early age group and 36‐h late age group were very scattered. (d) Scatter plot of the TPM (Transcripts Per Kilobase of exon model per Million mapped reads) and noise (CV^2^) of genes across different age groups, with (left) or without (right) the cell‐cycle‐regulated periodic genes expression data as input. The solid lines were linear fits of the data and indicated the increase in noise during aging. (e) (left) Heatmap of normalized gene expression of 551 upregulated and 138 downregulated genes in the 36‐h age group compared with 2‐h age group, across different age groups. The purple bar indicated 145 mitochondrial genes that were highly expressed in the 36‐h late age group. (right) Significance of GO terms of biological processes (BP) in upregulated and downregulated genes, respectively, (−log_10_P). (f) Boxplots of the average normalized expression of significantly upregulated and downregulated gene categories identified in **e**, across different age groups. Each black dot in (f) represented a single cell. **p < 5.5 × 10^−7^, ***p < 4.2 × 10^−9^, ****p < 1.6 × 10^−13^, from Wilcoxon rank sum test.

Because all of the aging single yeast cells analyzed did not have synchronized cell cycles, we wondered whether and to what extent the cell‐to‐cell transcriptional variability was associated with the cell cycle. We found that 19.3%, 12.8%, and 15.5% of HVGs, respectively, among the 3 age groups were regarded as cell‐cycle‐regulated periodic genes (Granovskaia et al., 2010; Figure S3c). These results are consistent with a recent report of scRNA‐seq in budding yeast that cell‐cycle‐regulated periodic genes were enriched in HVGs (Nadal‐Ribelles et al., 2019). However, the trend of increased cell‐to‐cell transcriptional variability during aging remained even when these cell‐cycle‐regulated periodic HVGs were removed from the 3 age groups (117, 272, and 443 HVGs remained, respectively; Figure S3c). 

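Table S2 was used here with 596 periodic genes, of which 589 have values in the deposited table. Without them, the distance of a cell from the mean profile of its age group was 0.331 ± 0.0210 (SD among cells) at 2 h, 0.341 ± 0.0485 at 16 h and 0.402 ± 0.0660 at 36 h. The median CV2 of the remaining highly variable genes was 12.1 for the 2-h list, 9.46 for the 16-h list and 9.46 for the 36-h list, each in its own age group.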

And the remaining HVGs were also highly enriched in the same biological processes such as transport, cellular iron ion homeostasis and siderophore transport (Table S2). We further confirmed this trend by principal component analysis (PCA) and pseudotime analysis. 

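For principal components, the 631 genes with the highest CV2 relative to the trend of CV2 on mean level were taken, after the number of variable genes the paper gives, and their log2 normalized counts were centred and scaled across all 125 cells. The first component held 7.47% of the variance, and the next one 2.86%. Scores on the first component were −6.22 ± 0.98 (SD among cells) in the 2-h age group, −1.93 ± 2.88 in the 16-h age group and 6.96 ± 6.20 in the 36-h age group, with the sign set so that the 36-h cells score higher. A 16-h cell taken at random scored above a random 2-h cell with a probability of 0.946. The probability that a 36-h cell scored above a 16-h cell was 0.916. The SD among 36-h cells was 6.30 times that among 2-h cells, and it stayed between 5.02 and 7.51 times under the alternatives tried. The genes and the axis were chosen for their variance over all cells. This ratio therefore describes the axis and not the spread of genes in general. With 599 genes chosen after the periodic genes had been left out, the scores were −5.73 ± 0.85, −2.07 ± 2.46 and 6.69 ± 5.96. Of the 30 genes that Table S3 lists for the first component with periodic genes included, 24 were among the 30 largest loadings here. The sets of 30 genes with and without periodic genes shared 24 genes. Across cells, the first component had a correlation of 0.138 with the number of genes detected.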

Regardless of whether the cell‐cycle‐regulated periodic genes were included in the scRNA‐seq dataset used as input, the 3 age groups were always successfully separated along the axis of first PCA component and were increasingly dispersed (Figure 2b; Figure S3d); moreover, the top 30 genes based on the absolute loading values for the first PCA component always highly overlapped and were enriched in the biological process of cellular response to oxidative stress, which reflects aging itself rather than the cell cycle (Figure S3e; Table S3); finally, the pseudotime analysis using Monocle (Trapnell et al., 2014) revealed that while the young cells (2‐h) were still very concentrated, the cells of the early age group (16‐h) had already become scattered along the trajectory (Figure 2c; Figure S3f).

The expression noise of a gene in the isogenic cell population is composed of intrinsic and extrinsic factors (Elowitz et al., 2002). A previous study of noise in gene expression coupled to different growth rates also has shown the regimes of expression dominated by either intrinsic factors (low expression) or extrinsic factors (high expression; Keren et al., 2015). To examine the sources of the global transcriptional changes in noise during aging, we plotted the mean and CV^2^ (squared coefficient of variation) of gene expression with linear fits of the data across different age groups. 

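CV2 was compared among age groups over the 2473 genes with a mean of at least 10 normalized counts in each of the 3 groups. The median CV2 of these genes was 3.40 at 2 h, 3.09 at 16 h and 3.71 at 36 h, a ratio of 0.909 between 16 h and 2 h and of 1.09 between 36 h and 2 h. Over the 2274 genes left when periodic genes were removed, the medians were 3.31, 3.01 and 3.60. The ratio between 36 h and 2 h fell below 1 under 3 alternatives. It was 0.959 when cells were scaled to the same sum, 0.913 with only cells of an ERCC share of at most 0.5, and 0.943 when each cell was thinned to 40000 reads.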

We found that there was a significant increase in noise during aging, either with or without the cell‐cycle‐regulated periodic genes expression included as input (Figure 2d). 

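Mean levels are given in normalized counts, which do not correct for gene length as TPM does. For the 237 genes with a mean of at least 100 normalized counts in each age group, the median CV2 was 0.308 at 2 h, 0.391 at 16 h and 0.679 at 36 h, a ratio of 2.21 between 36 h and 2 h. Without periodic genes, the medians over 222 genes were 0.286, 0.350 and 0.638. CV2 was higher at 36 h than at 2 h for 50.7% of the 1567 genes with a mean of 10 to 30 normalized counts and for 63.1% of the 669 genes with 30 to 100. The share was 86.8% for the 189 genes with 100 to 300 normalized counts and 85.4% for the 48 genes with at least 300. For the genes with at least 100 normalized counts, the ratio was 1.76 with cells scaled to the same sum, 1.79 with cells thinned and 1.82 with only cells of a low ERCC share.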

Interestingly, this increase in noise mainly occurred at higher gene expression (TPM > 100), suggesting that it's contributed by extrinsic factors.

### 2.4 Global differential gene expression during aging in yeast

The scRNA‐seq data also allow us to globally investigate the differential gene expression between age groups. Thus, we conducted a pairwise comparison among the 3 age groups using DESeq2 (Love et al., 2014; Figure S4a; see Section 4). 

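The direction of each gene that Table S4 lists was taken from the difference of mean log2 normalized counts. All 118 genes listed between 16 h and 2 h (108 higher and 10 lower at 16 h) changed in the listed direction. So did all 304 genes listed between 36 h and 16 h (273 and 31) and all 689 listed between 36 h and 2 h (551 and 138). These lists were chosen by the authors on the same cells, so the tallies describe the tables and are not independent evidence. From mean normalized counts in place of mean log2, the direction was as listed for 548 of the 551 genes and for all 138. The median difference between 36 h and 2 h was 1.82 over the genes listed as higher and −2.17 over those listed as lower. Over all 1905 genes with a mean log2 level of at least 2, the median shift was 0.24 between 36 h and 2 h and 0.12 between 16 h and 2 h. Scaling cells to the same sum changed these shifts to 0.02 and 0.19. Among genes with reads in at least 50% of the cells of a group, the largest rises from 2 h to 36 h were those of TPS2 (YDR074W) at 6.99, PNC1 (YGL037C) at 6.89 and CTT1 (YGR088W) at 6.68. The largest decreases were those of URA1 (YKL216W) at −5.40, NSR1 (YGR159C) at −4.80 and RRP5 (YMR229C) at −4.41. TPS2 had reads in 8 of 37 cells at 2 h and in 41 of 45 cells at 36 h.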

Obviously, more differentially expressed genes were found between the 36‐h late age group and the 2‐h group (Figure S4a, right panel; Table S4). 

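The level of a gene category in a cell was its mean log2 normalized count over the genes of the category. The 44 oxidation-reduction genes of Table S4 used here, of the 75 that the paper counts, had a level of 1.58 ± 0.45 (SD among cells) at 2 h and 4.57 ± 1.11 at 36 h. The 26 genes of the oxidative stress response had 1.83 ± 0.50 at 2 h and 5.13 ± 1.44 at 36 h, a difference of 3.30. For 44 of the 50 translation genes the level was 7.72 ± 0.26 at 2 h and 5.53 ± 1.47 at 36 h, a difference of −2.20. The 38 ribosome biogenesis genes had 4.79 ± 0.66 at 2 h and 2.18 ± 1.09 at 36 h, a difference of −2.61. Each of these differences was larger than the SD among cells of either group, and the shift of all genes was small beside them. The authors listed the genes of each category as changed between these same cells. A large difference in the listed direction is therefore built into the choice, and it does not describe all genes of the process. Of the alternatives tried, the median over the genes of a category in place of their mean moved the differences of the oxidative stress response and ribosome biogenesis most, to 5.63 and −4.43.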

The biological processes of oxidation–reduction and the oxidative stress response (OSR) were highly enriched in the 36‐h group (75 and 26 out of 551 genes, respectively), while translation and ribosome biogenesis were highly enriched in the 2‐h group (50 and 38 out of 138 genes, respectively) based on the GO analysis of biological process using DAVID (Dennis et al., 2003; Figure 2e, right panel). Moreover, 145 out of 551 genes that were highly expressed in the 36‐h late age group compared with the 2‐h group were enriched in mitochondrion as revealed by the GO analysis of cellular components (Figure 2e, left panel; Table S4).

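Table S4 was used here with 44 of the 145 mitochondrial genes. Their level was 1.40 ± 0.35 (SD among cells) at 2 h and 3.82 ± 0.94 at 36 h, a difference of 2.42. These genes too were listed as higher at 36 h on the same cells, so a rise is built into the choice.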

The average normalized gene expression levels across age groups further demonstrated an age‐dependent increase in oxidation–reduction, OSR and mitochondrion as well as a decrease in translation and ribosome biogenesis (Figure 2f). Indeed, these transcriptome changes had already occurred in the 16‐h early age group. 

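At 16 h the level of the 44 oxidation-reduction genes was 2.80 ± 0.70 (SD among cells), and a random 16-h cell was above a random 2-h cell with a probability of 0.937. The oxidative stress response stood at 3.13 ± 0.87 and the 44 mitochondrial genes at 2.35 ± 0.62. Translation had a level of 7.00 ± 0.83 at 16 h and ribosome biogenesis one of 3.39 ± 0.94. The mean at 16 h lay between the means at 2 h and 36 h for all 5 categories.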

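Between 2 h and 16 h, the mean level rose by 1.23 for oxidation-reduction, by 1.30 for the oxidative stress response and by 0.96 for the mitochondrial genes. It fell by 0.72 for translation, which is within the SD among 16-h cells, and fell by 1.39 for ribosome biogenesis. Of the 551 genes listed as higher at 36 h than at 2 h, 507 (92.0%) were also higher at 16 h than at 2 h by mean log2 normalized counts. All 138 genes listed as lower at 36 h were already lower at 16 h (100%). The 2-h cells enter both comparisons, which share their chance values. For groups without any change, drawn 100 times from the 2-h cells, the median shares were 83.1% of the 551 genes that rose most and 92.0% of the 138 that fell most.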

Although far fewer differentially expressed genes were found in the 16‐h early age group compared with the 2‐h group (Figure S4a, left panel), early signs of upregulation in oxidation–reduction and downregulation in ribosome biogenesis (15 out of 108 genes and 4 out of 10 genes, respectively) were observed (Figure S4b; Table S4). 

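The 15 oxidation-reduction genes that Table S4 lists for 16 h had a level of 2.08 ± 0.65 (SD among cells) at 2 h and 4.20 ± 0.86 at 16 h, a difference of 2.12. The 4 ribosome biogenesis genes had 4.18 ± 1.60 at 2 h and 1.51 ± 1.18 at 16 h, a difference of −2.67. At 36 h, the age group on which these genes were not chosen, the levels were 6.16 ± 1.45 and 1.11 ± 1.52. Of the 108 genes listed as higher at 16 h than at 2 h, 77 are also listed as higher at 36 h than at 2 h. Among groups without any change drawn from the 2-h cells, a median of 56.5 of the 108 highest genes were shared in this way.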

Notably, the global differentially expressed genes between age groups and their enriched GO categories from our scRNA‐seq data were found to coincide well with a recent report of transcriptome changes during aging in yeast (Hendrickson et al., 2018), and were even partially consistent with another proteome analysis of aging in *C. elegans* (Walther et al., 2015), although they were both based on bulk population analysis. These aging associated GO categories analyzed by DAVID were also confirmed by ClusterProfiler (Yu et al., 2012; Figure S5a‐f).

### 2.5 Differential gene expression between slow‐ and fast‐dividing age subgroups

The number of genes detected per cell within age groups was found to be positively correlated with the generation, suggesting another facet to understand the heterogeneity of cell divisions during aging in yeast, and the 16‐ and 36‐h age groups were thus split by their respective mean generation into slow‐dividing (16‐h/S, 36‐h/S) and fast‐dividing (16‐h/F, 36‐h/F) age subgroups (Figure 3a,b; Table S1). 

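Over the 43 cells of the 16-h age group kept after filtering, the number of genes detected and the generation had a Pearson correlation of 0.278 (Spearman 0.300), and of 0.294 without the 2 cells farthest from the median generation (0.170 to 0.366 over the choices among 7 cells tied for second place). Over the 45 cells of the 36-h age group the correlation was 0.468 (Spearman 0.429), and 0.460 without the 2 farthest cells. Including the cells with fewer than 1000 genes, whose numbers come from Table S1, moved the correlation to 0.640 at 16 h and 0.574 at 36 h, over 49 cells each. The ERCC share of mapped reads in Table S1 had a correlation with generation of −0.430 at 16 h and −0.454 at 36 h over the cells kept. Given the ERCC share, an adjustment chosen after the values had been seen, the partial correlation between genes detected and generation was −0.152 at 16 h and 0.163 at 36 h. The 17 cells of 16-h/S had 2112 ± 534 genes detected (SD among cells) and the 26 cells of 16-h/F had 2505 ± 511. At 36 h the 18 S cells had 1940 ± 516 genes and the 27 F cells 2421 ± 496. Median reads per cell were 199571 in 16-h/S, 277170 in 16-h/F, 186022 in 36-h/S and 325464 in 36-h/F. With each cell thinned to 40000 reads, the numbers of genes were 1774, 2092, 1706 and 2062 in the same order. Generations averaged 7.12 ± 0.99 in 16-h/S, 9.92 ± 0.98 in 16-h/F, 14.0 ± 2.72 in 36-h/S and 19.7 ± 1.32 in 36-h/F.

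**Figure D1:**
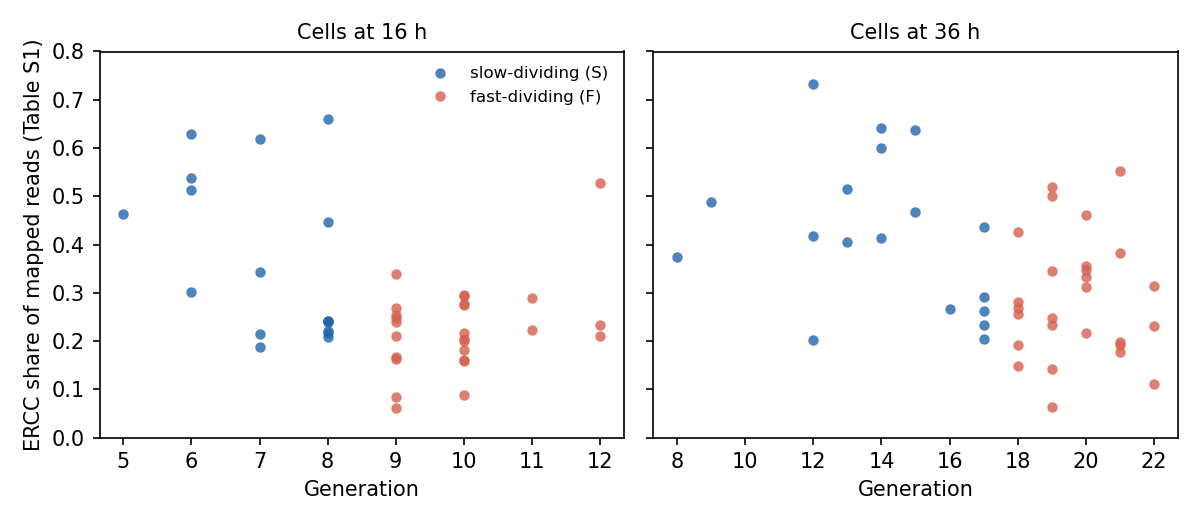
Share of mapped reads that came from ERCC spike-ins (y axis, fraction, from Table S1) against generation (x axis, number of divisions), with 1 point per cell, for the 16-h and 36-h age groups in separate panels. Cells of the slow-dividing subgroups are blue and cells of the fast-dividing subgroups red, and the median share is 0.301 in 16-h/S, 0.221 in 16-h/F, 0.416 in 36-h/S and 0.269 in 36-h/F.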

Comparing the early age subgroups of 16‐h/S and 16‐h/F by DESeq2(Love et al., 2014) with stringent statistical filtering yielded 29 differentially expressed genes, with five highly expressed and 24 weakly expressed in 16‐h/S (Figure 3c; Table S5). 

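Table S5 lists 34 genes for this comparison, 7 higher and 27 lower in 16-h/S. All 34 had a difference of mean log2 normalized counts in the listed direction, with medians of 1.73 and −1.57, on the cells from which the authors chose them. Over the 1905 genes with a mean log2 level of at least 2, the median shift between S and F was −0.33 at 16 h and −0.47 at 36 h, and 69.7% and 68.1% of these genes were lower in S. With cells scaled to the same sum, the shifts were −0.39 and −0.61. Among genes with reads in at least 50% of the cells of a subgroup, FIT3 had the largest rise in 16-h/S, followed by ARN2 (YHL047C) at 2.97 and AGP1 (YCL025C) at 2.23. ARN2 had reads in 11 of 17 S cells and 8 of 26 F cells. AGP1 had reads in 9 of 17 S cells and 8 of 26 F cells, and its difference between S and F was −1.54 at 36 h. The largest decreases in 16-h/S were those of PYC2 (YBR218C) at −3.62, SLA1 (YBL007C) at −3.18 and ATG27 (YJL178C) at −2.80. SLA1 had reads in 9 of 17 S cells and 24 of 26 F cells, and ATG27 in 1 of 17 and 19 of 26. PYC2, for which 8.44% of the 50-base subsequences also occur elsewhere in the genome, had a difference of 0.89 at 36 h.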

*FIT3* and *HAC1* were highly expressed in 16‐h/S. *FIT3*, together with *FIT2* and *FIT1*, as facilitators of iron transport in yeast, encodes a cell wall mannoprotein (Protchenko et al., 2001). These genes were reported to be induced upon iron deprivation or mitochondrial DNA loss (Veatch et al., 2009). 

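FIT3 (YOR383C) lies on chromosome XV of R64 from 1060441 to 1061055 on the reverse strand, in 1 exon. Its level was 6.53 ± 3.65 (SD among cells) in 16-h/S and 2.86 ± 2.69 in 16-h/F, a difference of 3.67. Reads of FIT3 were found in 14 of 17 cells of 16-h/S (82.4%, exact interval 56.6 to 96.2) and in 15 of 26 cells of 16-h/F (57.7%, 36.9 to 76.6). A random 16-h/S cell had a higher value than a random 16-h/F cell with a probability of 0.816. HAC1 (YFL031W) lies on chromosome VI from 75179 to 76147 on the forward strand, with an intron from 75840 to 76091, and had reads in all cells. Its level was 7.95 ± 1.29 in 16-h/S and 7.15 ± 0.85 in 16-h/F, a difference of 0.80 that is within the SD among 16-h/S cells. The level at 2 h was 3.12 ± 2.90 for FIT3 and 7.95 ± 0.85 for HAC1. Among the 200 genes nearest to each in mean level, the difference between S and F stood at the 100th percentile for FIT3 and at the 96th percentile for HAC1. The authors chose FIT3 and HAC1 on these same 16-h cells. The alternative that moved both most at 16 h kept only cells with an ERCC share of at most 0.5, with a difference of 2.02 for FIT3 and 0.22 for HAC1.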

*HAC1* is a transcription factor that regulates the unfolded protein response (UPR), and interestingly, one of its regulatory targets is *FIT3* (Cox & Walter, 1996; Hu et al., 2007). Indeed, *FIT3* and *HAC1* were not only highly expressed in 16‐h/S but also in 36‐h/S (Figure 3d,e). Moreover, the gene expression of *FIT3* and *HAC1* negatively correlated with the generation of single cells in the 16‐h age group (*R* = −0.55, −0.38; *p* = 1.3 × 10^−4^, 1.5 × 10^−2^) as well as the 36‐h age group (*R* = −0.62, −0.44; *p* = 5.6 × 10^−6^, 2.2 × 10^−3^; Figure 3f; Figure S6a; Table S5). 

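At 36 h the level of FIT3 was 7.68 ± 5.16 (SD among cells) in 36-h/S and 2.55 ± 3.58 in 36-h/F, a difference of 5.13. FIT3 had reads in 13 of 18 cells of 36-h/S (72.2%, exact interval 46.5 to 90.3) and in 11 of 27 cells of 36-h/F (40.7%, 22.4 to 61.2). The probability that a 36-h/S cell exceeded a 36-h/F cell was 0.778. HAC1 had 7.98 ± 1.44 in 36-h/S and 6.97 ± 0.97 in 36-h/F, a difference of 1.02 with a probability of 0.733. Relative to the 200 genes nearest in mean level, these differences stood above all others for FIT3 and just above the upper end of the middle 95% for HAC1. By the named-gene criterion of reads in at least 50% of the cells of a subgroup, FIT3 had the largest rise in 36-h/S, followed by FIT2 at 3.60 and GDH3 (YAL062W) at 3.08. The difference of GDH3 at 16 h was −0.13, and 0.29 with only cells of an ERCC share of at most 0.5. The largest decreases in 36-h/S were those of HSP104 (YLL026W) at −3.69, CHO2 (YGR157W) at −3.61 and SFB3 (YHR098C) at −3.30.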

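Across the 43 cells of the 16-h age group, FIT3 had a Pearson correlation with generation of −0.551 (Spearman −0.585), and of −0.565 without the 2 cells farthest from the median generation (−0.565 to −0.494 over the choices among 7 cells tied for second place). Across the 45 cells of the 36-h age group the correlation of FIT3 was −0.620 (Spearman −0.527), and −0.587 without the 2 cells. HAC1 had −0.367 at 16 h (Spearman −0.404, and −0.541 to −0.456 without the 2 cells, over these choices). At 36 h its correlation was −0.444 (Spearman −0.385, and −0.388 without the 2 cells). With only cells of an ERCC share of at most 0.5, the correlations at 16 h were −0.340 for FIT3 and −0.0863 for HAC1.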

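FIT2 (YOR382W) lies next to FIT3 on chromosome XV, from 1059531 to 1059992 on the forward strand. Its correlation with generation was −0.229 at 16 h (Spearman −0.256, and −0.394 to −0.254 without the 2 cells farthest from the median generation, over the choices among 7 cells tied for second place). At 36 h it was −0.521 (Spearman −0.526, and −0.485 without the 2 cells). With only cells of an ERCC share of at most 0.5, the correlation of FIT2 at 16 h was 0.0879, with the sign reversed. FIT2 had a level of 4.88 ± 3.26 (SD among cells) in 16-h/S and 3.11 ± 2.96 in 16-h/F, and of 8.14 ± 3.46 in 36-h/S and 4.55 ± 3.38 in 36-h/F. FET3 (YMR058W) lies on chromosome XIII from 388822 to 390732 on the forward strand. Its correlation with generation was −0.308 at 16 h (Spearman −0.305) and −0.347 at 36 h (Spearman −0.360), and −0.332 to −0.216 and −0.255 without the 2 cells. FET3 had reads in 17 of 17 cells of 16-h/S and 20 of 26 cells of 16-h/F, with levels of 6.92 ± 1.84 and 5.02 ± 3.15.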

Gene expression levels of several other iron transporters, including *FIT2* and *FET3* (Protchenko et al., 2001), were also found to be negatively correlated with the generation of single cells in the 16‐ and 36‐h age groups (Figure S6b,c; Table S5). Finally, as single‐gene deletions of *FIT2* and *FET3* were both reported to extend the lifespan in yeast (McCormick et al., 2015), we measured the RLS of yeast after deleting FIT3, and verified that this strain is long‐lived as well (Figure 3g). Collectively, these results reveal a molecular marker of iron transport that can indicate early heterogeneity during aging in yeast and quantitatively predict the lifespan.

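The 10 iron genes of the 16-h list in Table S2 had a mean level of 2.93 ± 1.91 (SD among cells) in 16-h/S. In 16-h/F it was 1.86 ± 1.13, a difference of 1.07 that is within the SD among cells of either subgroup. The shift of all genes was in the opposite direction. By gene, 9 were higher in 16-h/S and 1 lower, with a median difference of 0.51 and a range from −0.17 to 3.67. In 36-h/S the level was 3.21 ± 1.50 and in 36-h/F 1.82 ± 0.94. This difference of 1.39 is within the SD among 36-h/S cells. At 36 h 8 genes were higher in S and 2 lower, with a median difference of 1.12. The mean level of the 10 genes had a correlation with generation of −0.353 at 16 h and −0.479 at 36 h. FIT1 (YDR534C), on chromosome IV from 1503314 to 1504900, had reads in 2 of 17 cells of 16-h/S, 1 of 26 of 16-h/F, 5 of 18 of 36-h/S and 2 of 27 of 36-h/F, and 11.9% of its 50-base subsequences also occur elsewhere in the genome. Its difference between S and F was 0.15 at 16 h, where the sign was reversed with only cells of a low ERCC share and by mean normalized counts, and 1.07 at 36 h. From the higher expression of FIT3 in slow-dividing cells, the negative correlations of FIT3, FIT2 and FET3 with generation, and the lifespan of deletion strains, the paper concludes that iron transport is a molecular marker of early heterogeneity that can predict the lifespan.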

**FIGURE 3:**
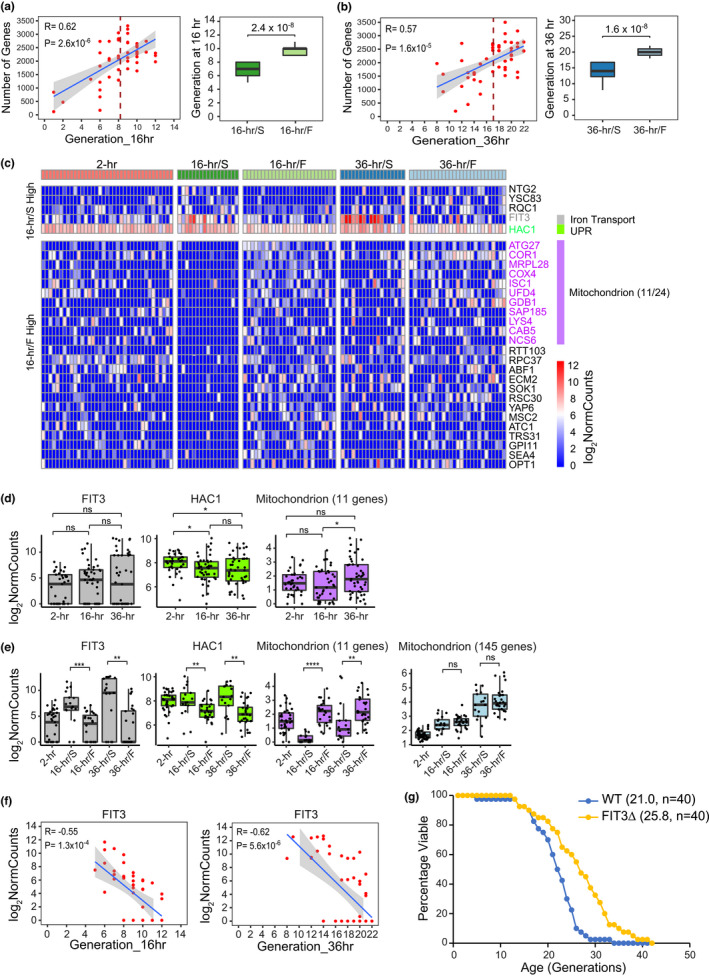
Differential gene expression between slow‐ and fast‐dividing age subgroups. (a) (left) Correlation of the number of genes detected and the generation of single cells in the 16‐h early age group. Each red dot represented a single cell with the number of genes detected and its generation at 16 h. Blue line was a linear fit with gray area indicating 0.95 confidence interval; correlation coefficient (*R*) and *p* value (*p*) were also shown. The dashed line indicated the mean generation. The plot showed a positive correlation between the number of genes detected and the generation at 16 h among individual cells. (right) Boxplot of generation between early age subgroups 16‐h/S and 16‐h/F that were split by the mean generation of 16‐h early age group; Wilcoxon *p* value was shown. (b) (left) Correlation of the number of genes detected and the generation of single cells at 36‐h late age group and (right) Boxplot of generation between late age subgroups 36‐h/S and 36‐h/F that were split by the mean generation of 36‐h late age group, plotted same as in (a). The cells with the number of genes below 1000 plotted in both (a) and (b) were discarded in the rest analysis. (c) Differential gene expression analysis between early age subgroups 16‐h/S and 16‐h/F. The heatmap showed normalized gene expression of statistically significant (Log_2_|FC| > 1 and *p*_adj_ < 0.05) upregulated and downregulated genes in early age subgroup 16‐h/S compared with 16‐h/F, across different age subgroups. (d) Boxplots of normalized expression of significant differentially expressed genes of *FIT3*, *HAC1*, and gene category of mitochondrion identified in (c) across different age groups. (e) Boxplots of normalized expression of significant differentially expressed genes of *FIT3*, *HAC1*, and gene categories of mitochondrion, respectively, identified in (c) and Figure 2f across different age subgroups. Each black dot in (d) and (e) represented a single cell. *p and **p < 0.05, ***p < 0.01, ****p < 6.1 × 10^−5^, and “ns” means not significant, from Wilcoxon rank sum test. (f) Correlation of normalized gene expression of *FIT3* and the generation of single cells in the 16‐h early age group and 36‐h late age group, respectively. Each red dot represented a single cell. Blue line was a linear fit with gray area indicating 0.95 confidence interval; correlation coefficient (*R*) and *p* value (*p*) were also shown. The plot showed a negative correlation for both age groups. (g) Survival curve of WT and *FIT3Δ*. The number in the parenthesis represented the mean RLS and “*n*” indicated the number of cells assayed for RLS of each strain.

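The 11 genes that Table S5 lists under mitochondrion had a mean level of 0.25 ± 0.30 (SD among cells) in 16-h/S and 2.09 ± 0.84 in 16-h/F, a difference of −1.84 on the cells from which the genes were chosen. All 11 were lower in 16-h/S, from −2.80 for ATG27 to −1.29 for LYS4. At 2 h their level was 1.52 ± 0.83. The level was 1.39 ± 1.38 in 36-h/S and 2.31 ± 1.03 in 36-h/F, a difference of −0.92 that is within the SD among 36-h/S cells. Of the 11 genes, 8 were lower in 36-h/S, and the differences ran from −2.28 for GDB1 to 1.06 for NCS6. Relative to 10000 random lists of 11 genes matched on mean expression, which describe these libraries, the difference of F minus S at 36 h stood at the 99.8th percentile. The correlation of the level with generation was 0.544 at 16 h (Spearman 0.623) and 0.400 at 36 h (Spearman 0.495). By mean normalized counts, the alternative that moved the difference most, it was −3.20 at 16 h and −0.20 at 36 h.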

Interestingly, we also revealed that 11 out of 24 genes expressed at lower levels in 16‐h/S than in 16‐h/F were enriched in mitochondrion, and these genes were also expressed at lower levels in 36‐h/S than in 36‐h/F (Figure 3c–e; Table S5). This further suggests a relatively poor mitochondrial function in the slow‐dividing cells. Among these 11 weakly expressed mitochondrial genes (Figure 3c), *COR1* is the core subunit of ubiquinol‐cytochrome c reductase which belongs to complexes III and *COX4* is an important component of cytochrome c oxidase which belongs to complexes IV of the mitochondrial inner membrane electron transport chain. It has been reported that mutation of either *COR1* or *COX4* can cause a decrease in respiration, slow cell growth and even shorter lifespan (Allan et al., 2013; Herrmann & Funes, 2005; Marek & Korona, 2013). These 11 mitochondrial genes showed no overlap with the 145 mitochondrial genes that were globally upregulated during aging in yeast (Figures 2e and 3c, Tables S4 and S5); in contrast, no significant differential expression of those 145 mitochondrial genes was observed between the age subgroups (Figure 3e). These results successfully characterize divergent mitochondrial gene expression profiles between age groups and subgroups that would be masked in the bulk population analysis but can be identified by scRNA‐seq.

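COR1 (YBL045C) lies on chromosome II from 134143 to 135516 on the reverse strand and had reads in 2 of 17 cells of 16-h/S and 15 of 26 cells of 16-h/F. Its level was 0.24 ± 0.69 (SD among cells) in 16-h/S and 2.32 ± 2.31 in 16-h/F. In 36-h/S it had reads in 9 of 18 cells, with a level of 2.67 ± 2.99, and in 36-h/F in 22 of 27 cells, with 4.81 ± 2.78. COX4 (YGL187C) lies on chromosome VII from 149704 to 150171 on the reverse strand and had reads in 2 of 17 cells of 16-h/S and 13 of 26 cells of 16-h/F, with levels of 0.21 ± 0.62 and 2.27 ± 2.46. At 36 h COX4 had reads in 3 of 18 S cells and 10 of 27 F cells, with levels of 1.07 ± 2.47 and 1.87 ± 2.68.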

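For the 44 of the 145 mitochondrial genes used here, the level was 2.14 in 16-h/S and 2.49 in 16-h/F, a difference of −0.35 that is within the SD among cells of 0.60. At 36 h it was 3.52 in S and 4.02 in F, a difference of −0.50 within the SD of 0.92. Both differences were close to the median shift of all genes between S and F at the same time.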

We performed the correlation analysis between the gene expression and the generation of single cells in the 16‐h early age group. And ribosome biogenesis was found to be enriched (Figure S6d; Table S5). This suggests a downregulation of at least some ribosome biogenesis genes during early aging and it was mainly contributed by the cells from the slow‐dividing age subgroup, which were inclined to be short‐lived (Figure S6e). 

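The mean level of the 17 ribosome biogenesis genes of this term in Table S5 had a correlation with generation of 0.687 across 16-h cells (Spearman 0.664), and of 0.687 to 0.719 without the 2 cells farthest from the median generation, over the choices among 7 cells tied for second place. These genes were chosen by their correlation on the same cells. Across 36-h cells, on which they were not chosen, the correlation was 0.131, at the 17.0th percentile among 10000 random matched lists.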

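The 17 genes had a level of 4.69 ± 0.91 (SD among cells) at 2 h, 2.83 ± 1.03 in 16-h/S and 4.29 ± 0.99 in 16-h/F. The difference of −1.46 between 16-h/S and 16-h/F was larger than the SD among cells of either subgroup. In 36-h/S the level was 2.46 ± 1.03 and in 36-h/F 2.66 ± 1.25, a difference of −0.19 whose sign was reversed by mean normalized counts.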

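The 31 genes of Table S5 for translation had a mean level whose correlation with generation was 0.738 across 36-h cells (Spearman 0.551), and 0.628 without the 2 cells farthest from the median generation. The 18 genes of mitochondrial translation had a correlation of 0.764 (Spearman 0.713, and 0.750 without the 2 cells). For the 8 glycolysis genes the correlation was 0.611 (Spearman 0.596, and 0.691 without the 2 cells). These genes were chosen on the same 36-h cells. Across 16-h cells, the correlations were 0.216 for translation, 0.0966 for mitochondrial translation and 0.0502 for glycolysis. Among random matched lists these stood at the 54.1st, 39.3rd and 21.1st percentiles. At 36 h translation had a level of 3.76 ± 1.51 (SD among cells) in S and 5.22 ± 0.72 in F, mitochondrial translation one of 1.48 ± 1.14 in S and 3.16 ± 1.05 in F, and glycolysis one of 7.71 ± 0.80 in S and 8.77 ± 0.75 in F.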

Meanwhile, genes enriched in translation, mitochondrial translation and glycolytic processes were positively correlated with generation in the 36‐h late age group (Figure S6f). This agrees with the differential gene expression analysis above, suggesting a relatively poor machinery of translation and mitochondrion in the slow‐dividing age subgroups. In summary, these results characterized early and late heterogeneity during aging in yeast at the single‐cell transcriptome level.

### 2.6 Temporal regulation of transcription factor (TF) between age subgroups

We further investigated the regulatory variation in transcription factors (TFs) between age subgroups, analyzing 634 overlapping TF targets (gene clusters) based on TF binding data of budding yeast (Gasch et al., 2017). To eliminate false‐positives, we performed stringent statistical analysis with three approaches (see Section 4). First, we conventionally compared the median TF targets expression between age subgroups. This led to 16 TF targets that were significantly activated in the 16‐h/F subgroups and 11 TF targets in 36‐h/F subgroups compared with their counterparts, respectively (Figure S7a,b; Table S6). 

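For the target lists of Table S6 used here, the median log2 normalized count over the targets was taken in each cell and the median over the cells of a subgroup was then compared between F and S. Because 62.9% of all values are 0, such a median can be 0 for a list in which fewer than 50% of the targets have reads in a cell. F cells had more genes detected than S cells, so each difference was set beside those of 10000 random lists of the same size matched on mean expression in the same libraries. The paper's further comparison of targets with other genes within each cell was not rerun here.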

Then, we ran a Wilcoxon rank sum test comparing normalized gene expression levels of each set of TF targets to that of all other detected genes for each cell, taking *P* < 0.0001 as the criterion, followed by intersection with TF targets derived from the conventional analysis. This led to 5 and 2 TF targets that were significantly activated in 16‐ and 36‐h/F, respectively (Figure 4a; Figure S7c; Table S6). Subsequently, we employed correlation analysis between TF target expression and the generation of single cells in the 16‐ and 36‐h age groups, taking *p* < 0.05 as the criterion (Figure S8a,b; Table S6), followed by intersection with TF targets derived from the former two approaches.

**FIGURE 4:**
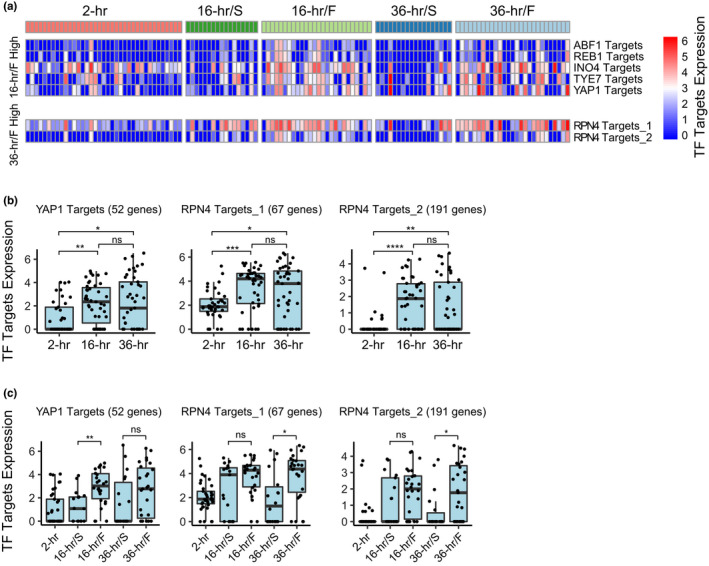
Temporal regulation of transcription factor (TF) between age subgroups. (a) Heatmap showing differential expression of 5 transcription factor targets in the early age subgroup of 16‐h/F compared with 16‐h/S, and 2 transcription factor targets in the late age subgroup of 36‐h/F compared with 36‐h/S, based on first two statistical criteria (see Section 4). (b, c) Boxplots of differential expression of *YAP1* targets that were highly expressed in the early age subgroup of 16‐h/F compared with 16‐h/S, and 2 *RPN4* targets that were highly expressed in the late age subgroup of 36‐h/F compared with 36‐h/S identified by three stringent statistical approaches (see Section 4), across different age groups and subgroups, respectively. Each black dot in (b) and (c) represented a single cell. *p < 0.05, **p < 0.01, ***p < 1 × 10^−3^, ****p < 1 × 10^−4^, and “ns” means not significant, from Wilcoxon rank sum test.

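Of the 52 YAP1 targets of Table S6, 51 have values in the deposited table. Their median was 3.02 in 16-h/F and 1.08 in 16-h/S, a difference of 1.95. Random lists of the same size gave differences with a median of 1.20 and a middle 95% from −0.02 to 2.95, and the YAP1 targets stood at the 85.2nd percentile. Means in place of medians, the alternative that moved the difference most, gave 0.38. A random 16-h/F cell exceeded a random 16-h/S cell with a probability of 0.794. The 168 ABF1 targets with values had a median of 1.64 in 16-h/F and 0 in 16-h/S, at the 97.2nd percentile of random lists. At 36 h their median was 0 in both subgroups, at the 0.5th percentile.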

Finally, *YAP1* was found to be most significantly active in regulating the early age subgroup of 16‐h/F compared with 16‐h/S (Figure 4b,c), although the other 4 TFs of *ABF1*, *REB1*, *INO4*, and *TYE7* demonstrated a similar trend with less statistical significance (Figure S7d,e). Moreover, two TF targets of *RPN4* were found to be most highly regulated in the late age subgroup of 36‐h/F compared with 36‐h/S (Figure 4b,c). 

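The 66 targets with values of the list of 67 RPN4 targets had a median of 4.08 in 36-h/F and 1.41 in 36-h/S, a difference of 2.67. Random lists gave a median difference of 3.40 and a middle 95% from 1.28 to 4.39, and these targets stood at the 25.4th percentile. The 183 targets with values of the list of 191 had a median of 1.77 in 36-h/F and 0 in 36-h/S, at the 27.8th percentile. When each cell was thinned to 40000 reads, the median of the list of 191 was 0 in both subgroups. With means in place of medians, the difference for the list of 67 was 0.49, and given the number of genes detected it was 0.14.

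**Figure D2:**
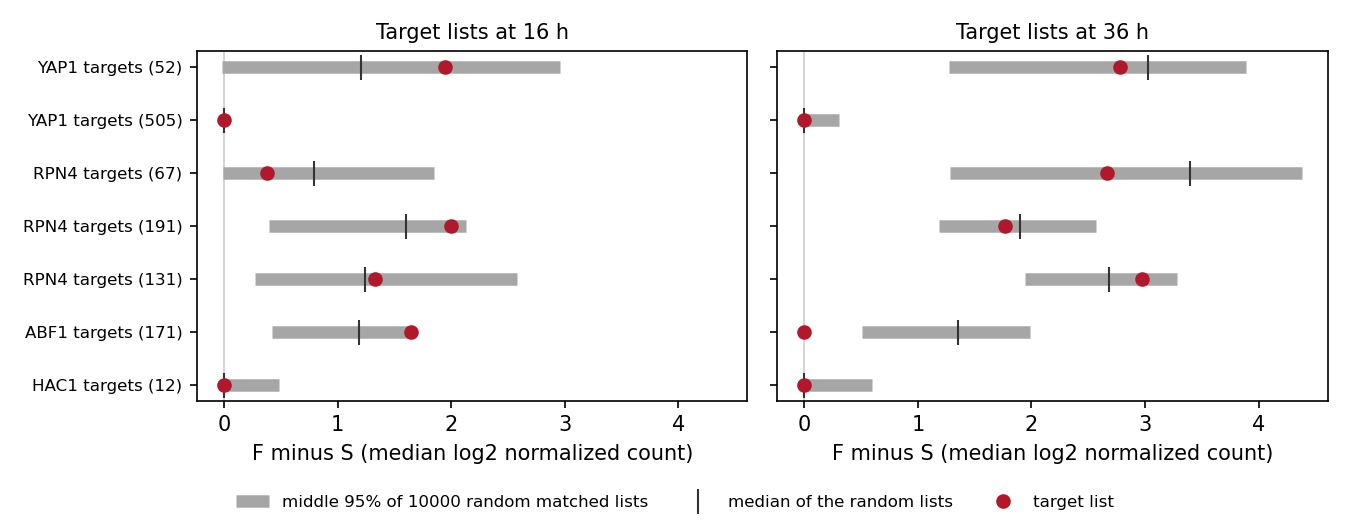
Difference of F minus S in median log2 normalized count (x axis) for each target list of YAP1, RPN4, ABF1 and HAC1 (y axis, with the number of targets), at 16 h and 36 h in separate panels, as red points. Grey bars span the middle 95% of 10000 random lists matched on size and mean expression and black ticks mark their median. The list of 52 YAP1 targets at 16 h and the list of 67 RPN4 targets at 36 h lie within their grey bars, at 1.95 and 2.67.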

*YAP1* is involved in activating the transcription of antioxidant genes in response to oxidative stress (Temple et al., 2005; Toone & Jones, 1999). 

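The median over the 52 YAP1 targets had a correlation with generation of 0.456 across 16-h cells (Spearman 0.501), and of 0.446 to 0.586 without the 2 cells farthest from the median generation, over the choices among 7 cells tied for second place. This stood at the 99.3rd percentile of random matched lists. The authors chose this list partly by its correlation with generation in these same cells, so a high percentile is built into the choice. The partial correlation given the number of genes detected was 0.377. With the mean over the targets, the correlation was 0.307, and 0.158 given the number of genes detected. Across 36-h cells the correlation of the median was 0.257. At 36 h the median was 2.78 in F and 0 in S, at the 34.7th percentile of random lists. The YAP1 gene itself (YML007W, chromosome XIII from 253848 to 255800) had a level of 3.55 in 16-h/S and 3.54 in 16-h/F, a difference whose sign changed under several alternatives, and of 3.46 in 36-h/S and 2.13 in 36-h/F.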

The highly activated *YAP1* targets (52 genes; Table S6) in 16‐h/F compared with 16‐h/S suggests that the rapidly dividing single cells, which inclined to be long‐lived, may have a better defense system against oxidative stress than the slow‐dividing cells during early age. *RPN4* is a TF that stimulates proteasome biogenesis for the degradation of damaged proteins (Xie & Varshavsky, 2001). 

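Across 36-h cells, the median over the 67 RPN4 targets had a correlation with generation of 0.429 (Spearman 0.414), and of 0.467 without the 2 cells farthest from the median generation. This stood at the 56.7th percentile of random lists, and the partial correlation given the number of genes detected was 0.123. For the list of 191 targets the correlation was 0.375 (Spearman 0.370, and 0.338 without the 2 cells), at the 42.9th percentile. At 16 h the list of 67 had a median of 4.05 in F and 3.68 in S, at the 16.4th percentile, and the list of 191 had 2.00 in F and 0 in S, at the 92.4th percentile. The RPN4 gene (YDL020C, chromosome IV from 415113 to 416708) had a level of 3.53 ± 3.23 (SD among cells) in 16-h/S, 3.29 ± 3.18 in 16-h/F, 3.25 ± 3.60 in 36-h/S and 4.03 ± 2.94 in 36-h/F, so that it was higher in S at 16 h and lower in S at 36 h. By log2 of mean normalized counts it was higher in S at both times, by 0.34 and 0.61.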

The other two highly activated *RPN4* targets (67 and 191 genes, respectively; Table S6) in the 36‐h/F late age but rapidly dividing subgroup supports the idea that proteasome capacity is critical to maintain the vigor and proteostasis of yeast cells, especially when approaching the end of life, as elevated *RPN4* expression is essential for extending the RLS in yeast (Undine et al., 2011).

To verify the temporal regulatory variation of *YAP1* and *RPN4* between age subgroups, we employed another dataset of TF targets with simultaneous DNA binding and expression evidence (Monteiro et al., 2020), which may further imply TF function. 

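The list of 505 YAP1 targets has 482 with values, and their median was 0 in both subgroups at 16 h and at 36 h. By the mean over these targets, F was higher than S by 0.28 at 16 h and by 0.09 at 36 h. The median S minus F shift over 1905 genes was −0.33 at 16 h and −0.47 at 36 h, so neither difference goes beyond it. The 126 targets with values of the list of 131 RPN4 targets had a median of 2.97 in 36-h/F and 0 in 36-h/S. This difference stood at the 81.6th percentile, with random lists between 1.94 and 3.28 for their middle 95%. Its correlation with generation across 36-h cells was 0.481 (Spearman 0.488), and 0.441 without the 2 cells farthest from the median generation. At 16 h the same list had a median of 2.59 in F and 1.26 in S, at the 55.8th percentile.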

Again, based on this dataset, *YAP1* targets (505 genes; Table S6) were highly expressed in 16‐h/F compared with 16‐h/S early age subgroup and *RPN4* targets (131 genes; Table S6) were highly expressed in 36‐h/F compared with 36‐h/S late age subgroup, both with statistical significance (Figure S9a,b).

Altogether, these findings reveal early and late heterogeneity by distinctive temporal regulation of TFs during aging in yeast and combined with the aforementioned differential gene expression analysis between age groups and subgroups, we successfully depicted a landscape of aging in yeast with unprecedented detail at single‐cell resolution.

## 3 DISCUSSION

Although transcriptome changes during aging in yeast based on bulk population analysis have been reported (Hendrickson et al., 2018; Hu et al., 2014; Leupold et al., 2019; Lindstrom & Gottschling, 2009; Smeal et al., 1996), such analysis at the single‐cell level had not yet been performed. Here, we first identified an early heterogeneity of cell divisions during aging in yeast by single‐cell imaging. Then, we developed and applied scRNA‐seq for single‐cell transcriptome analysis during aging in yeast for the first time.

Using scRNA‐seq technology, we overcame the difficulty of purifying the large number of old cells required for conventional transcriptome analysis during aging in yeast. Our results have unveiled an increased cell‐to‐cell transcriptional variability independent of cell cycle and identified an early heterogeneity during aging in yeast. This also coincides with recent reports of scRNA‐seq in mouse immune cells and human pancreatic cells during aging (Enge et al., 2017; Martinez‐Jimenez et al., 2017). No matter the cell‐cycle‐regulated periodic genes expression data was included as input or not, there was always a significant increase in noise during aging, implying that expect for cell cycle there were some other extrinsic factors contributing to the increase in noise during aging in yeast (Elowitz et al., 2002; Keren et al., 2015; Figure 2d).

By single‐cell transcriptome analysis, we not only successfully recapitulated the results of the bulk population analysis but also teased out specific transcriptional features at the single‐cell resolution that would otherwise be masked in a bulk population. For example, by scRNA‐seq we revealed that while globally there were an age‐dependent upregulation of many mitochondrial genes between age groups, a small number of different but important mitochondrial genes were significantly downregulated in the slow‐dividing age subgroups compared with their fast‐dividing counterparts (Figure 3c–e). This provides novel and unprecedented insights into our understanding of the aging process. We also identified the gene expression of *FIT3* together with several other iron transporter genes, such as *FIT2* and *FET3*, had a negative correlation with the age of single yeast cells from both early and late timepoints. These iron transporter genes are known to be induced upon iron deprivation or mitochondrial DNA loss (Veatch et al., 2009). Moreover, these genes can all extend the RLS in yeast when deleted (McCormick et al., 2015; Figure 3g). These findings are consistent with a report published recently, showing age‐dependent heterogeneity via a *FIT2* reporter that is correlated with vacuolar pH, mitochondrial function, and lifespan in sub‐populations of yeast cells (Chen et al., 2020). Although *HAC1* was highly expressed in the slow‐dividing age subgroups of 16‐ and 36‐h/S compared with their fast‐dividing counterparts (Figure 3e), we did not see the same trend when comparing its targets gene expression between age subgroups (Figure S9c, Table S6). This implies that the highly expressed *HAC1* total RNA from scRNAseq data may not reflect its active form of splicing. 

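The 12 HAC1 targets of Table S6 had a median of 0 in S and F cells at both times, at the 43.8th percentile of random matched lists at 16 h and the 45.8th at 36 h. By means in place of medians, F was higher than S by 0.28 at 16 h and by 0.26 at 36 h. The median S minus F shift over 1905 genes was −0.33 at 16 h and −0.47 at 36 h, so neither difference goes beyond it. The correlation of the median over the HAC1 targets with generation was −0.0151 across 16-h cells and 0.0691 across 36-h cells.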

In the future, some new methods such as nanopore sequencing with long reads may help address this issue.

Our scRNA‐seq dataset suggests a relatively poor mitochondrial function in the slow‐dividing cells of both early and late age subgroups (Figure 3c,e). This is in accord with the recent work about two aging modes in individual yeast cells: mode 1 with nucleolar decline which inclined to be long‐lived and mode 2 with mitochondrial decline which inclined to be short‐lived (Li et al., 2020). However, presently it remains challenging to disentangle the cause‐effect relationships between mitochondrial dysfunction and early heterogeneity during aging. We keep optimistic that these problems can be solved if the potential of modern single‐cell technologies integrated with other new methods are fully employed.

Based on the scRNA‐seq data and knowledge of TF targets in the budding yeast *Saccharomyces cerevisiae* (Gasch et al., 2017; Monteiro et al., 2020), we also explored TF regulatory variation at the single cell level and found distinctive temporal regulation of TFs during aging in yeast. *YAP1* is a key TF responding to oxidative stress (Temple et al., 2005; Toone & Jones, 1999), and it was highly activated in early age and fast‐dividing subgroup (16‐h/F) compared with its slow‐dividing counterpart (16‐h/S), implicating its vital role during early age, which in turn affects the overall lifespan. *RPN4*, the TF essential for proteasome biogenesis and RLS extension (Undine et al., 2011; Xie & Varshavsky, 2001), was prominently activated in late age and fast‐dividing subgroup (36‐h/F) compared with its slow‐dividing counterpart (36‐h/S), suggesting that the proteasome activity is essential for maintaining the vitality of yeast cells during late age (Figure 4b,c; Figure S9a,b). These aforementioned findings imply that both the mitochondrial dysfunction and the inability to respond to oxidative stress occurred earlier than the decline of proteostasis during aging in yeast, especially in the slow‐dividing age subgroups which inclined to be short‐lived (Figure 3c–e), although the detailed mechanism requires further investigation.

## 4 METHODS

### 4.1 Strains and growth conditions

WT *Saccharomyces cerevisiae* in both BY4741 and BY4742 backgrounds were used for single‐cell imaging analysis. The strain of *Hsp104*‐GFP was derived from the standard GFP strain library in WT BY4741 background. WT BY4742 background was used in scRNA‐seq during aging. 

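The titles of the deposited samples name BY4741, whereas their other labels name BY4742. These strains differ in mating type, which is α in BY4742 and a in BY4741, and BY4742 carries a deletion of LYS2. Reads of LYS2 (YBR115C) were found in 5 of the 125 cells. STE3 (YKL178C), the receptor made by α cells, had reads in 50 cells, and STE2 (YFL026W), the receptor made by a cells, in 1. MF(ALPHA)1 (YPL187W), which encodes α-factor, had reads in 65 cells, and 14.3% of its 50-base subsequences also occur elsewhere in the genome.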

WT BY4741 background was used in the replicative lifespan assay of *FIT3*Δ. For single‐cell imaging, the cells were grown in the YPD liquid media before and after loading into the microfluidic chips. For scRNA‐seq during aging and replicative lifespan assay of *FIT3*Δ, the cells were grown on SD solid agar plates.

### 4.2 Single‐cell imaging data analysis

The approach for single‐cell imaging data analysis has been reported in detail elsewhere (Zhang et al., 2012). Yeast cell culture was grown in YPED at 30°C with OD600 of 0.5 before loading into the microfluidic device by a syringe connected to an automatically controlled peristaltic pump. The microfluidic device was mounted on a Nikon TE2000 time‐lapsed microscope by a customized holder. Bright field images were taken once every 10 min throughout the whole life, and fluorescent images were taken once every 2 or 4 h for measuring the *HSP104*‐GFP level. The images were processed by ImageJ and MATLAB.

### 4.3 Dissection and isolation of single cells for RNA‐seq

We first inoculated WT yeast cells onto a solid agar plate with SD media for overnight and followed a standard protocol of replicative lifespan assay by continual (no storage in the 4°C fridge overnight) manual microdissection (Steffen et al., 2009). In detail, we selected relatively young and small sized cells from the yeast colonies and aligned them on the same agar plate. After one and a half hours, we dissected and discarded mother cells, retaining daughter cells as our initial age 0 cells. Then at 3 time points (2, 16 and 36 h after birth), single yeast aging cells from the plate were manually dissected and placed individually into a single tube prefilled with ~4 μl lysis buffer, containing 0.5%Triton, 2.5 μM oligo‐dT, 2.5 mM dNTP (Invitrogen, 1959189), 8000 molecules of external RNA control consortium (ERCC) spike in, 3 × 10^−2^ U/μl zymolyase (ZYMO, E1004‐A), 1 U/μl Recombinant RNase Inhibitor (TaKaRa, AI41189A). Zymolyase was added for efficiently digesting the cell wall and external RNA control consortium (ERCC) spike‐in for assessing technical noise. Then we immediately put lysis tube containing single yeast cell into liquid nitrogen and then stored in a −80°C freezer before the next steps for library preparation. Once we finished the sampling step, we should start the library preparation as soon as possible.

### 4.4 Library preparation for scRNA‐seq

After collecting all the single yeast aging cells, we performed scRNA‐seq based on Smart‐seq2 (Picelli et al., 2014) with fine optimization. To efficiently lyse the single yeast aging cell and avoid possible mRNA degradation, we vigorously vortexed the lysis tubes (~4 μl) for 1 min and spin down in a cold room (4°C). Then we kept the lysis tubes at 30°C for 10 min, followed by 3 min at 72°C. Subsequently, we added the RT reaction mix (RT‐buffer and Invitrogen SuperScript II) for reverse transcription. Reverse transcription was carried out at 42°C for 90 min first, followed by 12 rounds of temperature cycling between 50 and 42°C with 2 min each. The reaction was heat inactivated at 70°C for 15 min and then cooled down to 4°C. The oligo‐dT and TSO primers used here were biotinylated to avoid potential production of excessive primer dimers and concatamers. After RT, the cDNA were amplified between 20 and 25 cycles using KAPA HiFi enzyme. After cDNA amplification, the samples were purified using Agencourt AMPure XP beads at 0.8× bead concentration and quantified using Qubit Hs Assay (Life Technologies). We also checked the samples by a fragment analyzer to confirm the clean peak at ~1 kb before subsequent processing. 1–2 ng of cDNA was subjected to a tagmentation‐based protocol (Vazyme TruePrep Kit) with 10 min at 55°C and dual index amplification for the library with 8–12 cycles. The final libraries were purified twice using AMPure XP beads at 0.8× bead concentration and resuspended in 15–20 μl elution buffer. Libraries were then quantified using Qubit Hs Assay before pooling for sequencing. Sequencing was performed in paired‐end mode using Illumina NextSeq.

### 4.5 scRNA‐seq data pre‐processing and filtering

Paired‐end reads were mapped to the S288c *Saccharomyces cerevisiae* genome R64 version (www.yeastgenome.org) with ERCC spike‐in sequences added using HISAT2 (version 2.1.0). Resulting bam files were sorted and indexed using samtools (version 1.1). Final read counts mapped to genes were extracted using FeatureCounts. Sequenced single yeast aging cells were removed from the analysis if they have <1000 genes detected and 40,000 total mapped reads per cell, or if the proportion of ERCC spike‐ins to total‐mapped reads was >0.74. After filtering, a scRNA‐seq data set with 125 single yeast aging cells was used for the subsequent analysis.

### 4.6 Normalization

Unless noted, normalization of raw read counts was done using the DESeq2 (Love et al., 2014) package (v.1.22.2) in R. The size factor was computed by a formula embedded in DESeq2 for each cell based on the raw read counts matrix of all samples. 

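The deposited values of a cell, after the log2 was undone, were whole multiples of a single step, which gave the size factor and the reads behind each value. All 278228 values above 0 corresponded to a whole number of reads within 0.05. Raw counts of Table S1 were used here for 1999 genes and 49 cells, and the recovered reads were equal for all 92218 values that could be compared. The size factors were between 0.0848 and 3.47. Recovered totals were on average 1.036 times the totals of reads listed per cell in Table S1, with a range of 1.010 to 1.089.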

Then these size factors were applied for normalizing different cells and finally the gene expression values are presented in the log_2_ space (log_2_NormCounts).

### 4.7 Estimation of cell‐to‐cell transcriptional variability and identification of highly variable genes

We used two methods to estimate the cell‐to‐cell transcriptional variability during aging in yeast. The first was a correlation‐based method modified from Enge et al. (2017), where the transcriptional noise was expressed as biological variation over technical variation. First, we calculated the biological variation *b*_*ij*_ = 1‐cor(*x*_*ij*_, *u*_*i*_), where *u*_*i*_ was the mean gene expression vector for the single cells in age group of i (2, 16, and 36 h), and *x*_*ij*_ was the gene expression vector of cell *j* in the age group of *i*. Next, we calculated the corresponding technical variation *t*_*ij*_ = 1−cor(${x_{\mathrm{ij}}}^{\text{contr}}$, *u* ^contr^) where ${x_{\mathrm{ij}}}^{\text{contr}}$ and *u* ^contr^ are the expression vector and mean expression vector of the ERCC spike‐in controls. Finally the measurement of *b*_*ij*_/*t*_*ij*_ which reflected the biological noise as a fraction of technical noise for each cell was used for boxplot across different age groups as shown in Figure 1b. The second method was based on quantitative statistics reported previously (Nadal‐Ribelles et al., 2019; see Supplementary Note 6 of Brennecke et al. (2013) for details of the statistical model). Briefly, to infer the genes that were highly variable within each age group, a linear regression model was applied to fit the relationship between the squared coefficient of variation (CV^2^) and the mean expression of ERCC spike‐ins, and only genes with biological squared coefficient of variation >0.25 (CV^2^ > 0.25) and FDR < 0.1 after multiple testing correction were regarded as HVGs.

### 4.8 Differential gene expression and GO analysis

The differential gene expression analysis between pairwise age groups and subgroups was based on DESeq2 (Love et al., 2014) with default parameters, taking log_2_FC > 1 and adjusted *p* value <0.05 as significant. GO analysis of these differentially expressed genes was performed by functional annotation tool of DAVID (Dennis G Jr et al., 2003) that classify the ontology of each gene into biological process or cellular component. The GO term enrichment results derived from DAVID were further verified alternatively by the R package of ClusterProfiler (Yu et al., 2012).

### 4.9 Statistical analysis of regulation of transcription factor between age subgroups

To identify transcription factors with distinct regulation between age subgroups, three statistical approaches were applied stringently. The first one was to conventionally compare the median TF targets expression between age subgroups. We took log_2_FC (FoldChange) of the median TF targets expression between age subgroups >1 (log_2_FC > 1) and a welch *t* test *p* value <0.01 as significant, which resulted in 16 and 11 TF targets, respectively, that were significantly activated in the age subgroups of 16‐ and 36‐h/F compared with to their counterparts (Figure S7a,b; Table S6). The second one was to further run a Wilcoxon rank sum test for each single cell that compare internally the normalized gene expression levels of each set of TF targets to all other detected genes for that cell, taking *p* < 0.0001 as criterion (indicated as regulon activity “on”), followed by intersection with TF targets derived from the first approach. This approach was similar with that from Gasch et al. (2017). The last one was to correlate the TF targets expression with the generation of single cells in the age groups of 16‐ and 36‐h, respectively, taking *p* < 0.05 as criterion, followed by intersection with TF targets derived from the former two approaches to avoid potential false‐positive results.

### 4.10 PCA analysis

Raw read counts matrix with or without cell‐cycle‐regulated periodic genes (Granovskaia et al., 2010) were used as inputs for PCA by Seurat (Butler et al., 2018). When the cell‐cycle‐regulated periodic genes were included, Seurat generates 631 common variable genes of all 125 single yeast aging cells, whose normalized read counts are further applied for PCA. When the cell‐cycle‐regulated periodic genes were excluded, Seurat generated 599 common variable genes of all 125 single yeast aging cells for PCA.

## AUTHOR CONTRIBUTIONS

Y.Z. and Y.H. conceived and designed the project. Y.Z., J.W., Y.S., S.J., X.Z., and G.K.A. conducted the experiments. Y.Z., J.W., B.K., Q.L., J.W., X.Z. and Y.H. analyzed the data. Y.Z., J.W., B.K., X.Z., and Y.H. wrote the manuscript with the help from all other authors.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## Supporting information

Figure S1
Click here for additional data file.

Table S1
Click here for additional data file.

Table S2
Click here for additional data file.

Table S3
Click here for additional data file.

Table S4
Click here for additional data file.

Table S5
Click here for additional data file.

Table S6
Click here for additional data file.

Video S1
Click here for additional data file.

## Data Availability

scRNA‐seq data generated in this study has been uploaded to Gene Expression Omnibus under accession number GSE210032.

# Supplementary material for: Single‐cell RNA‐seq reveals early heterogeneity during aging in yeast
**Source:** Aging Cell. 2022 Oct 1;21(11):e13712. doi: 10.1111/acel.13712

Figure S1, Zhang et al.

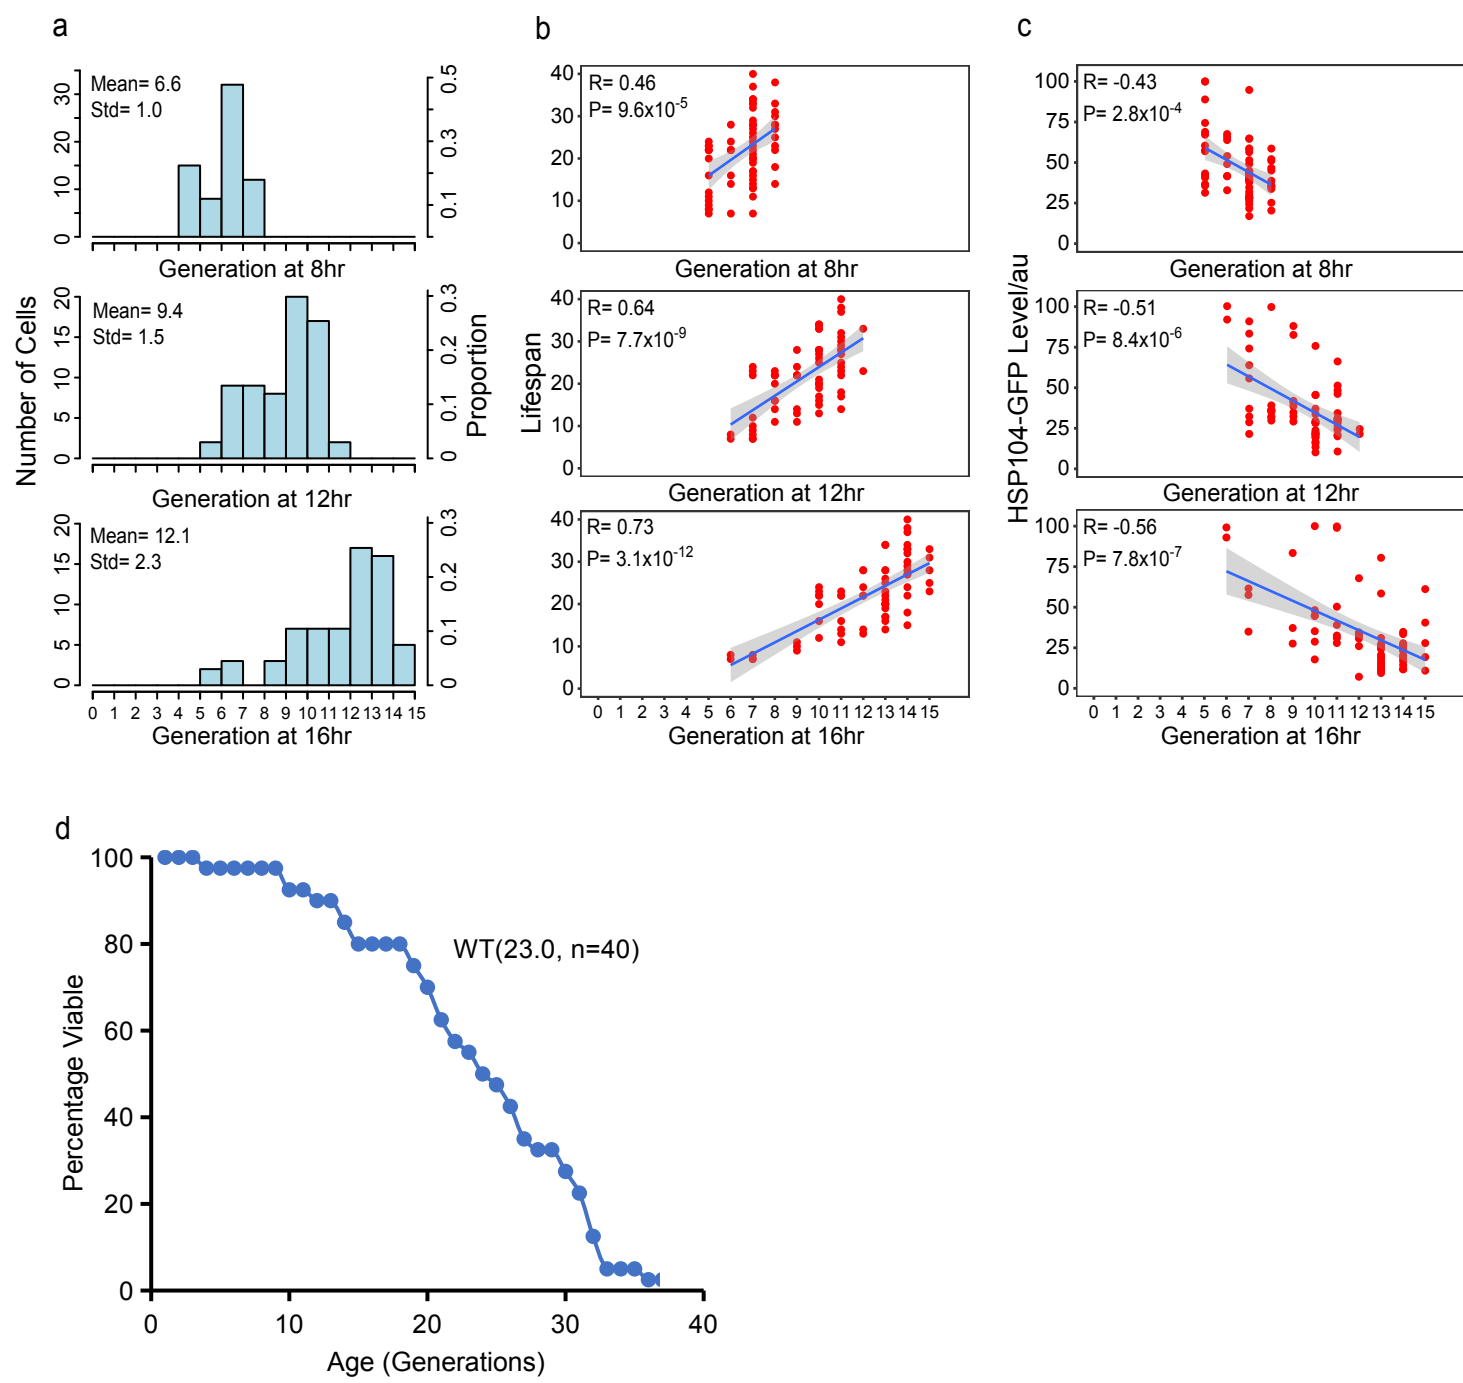

Figure S2, Zhang et al.

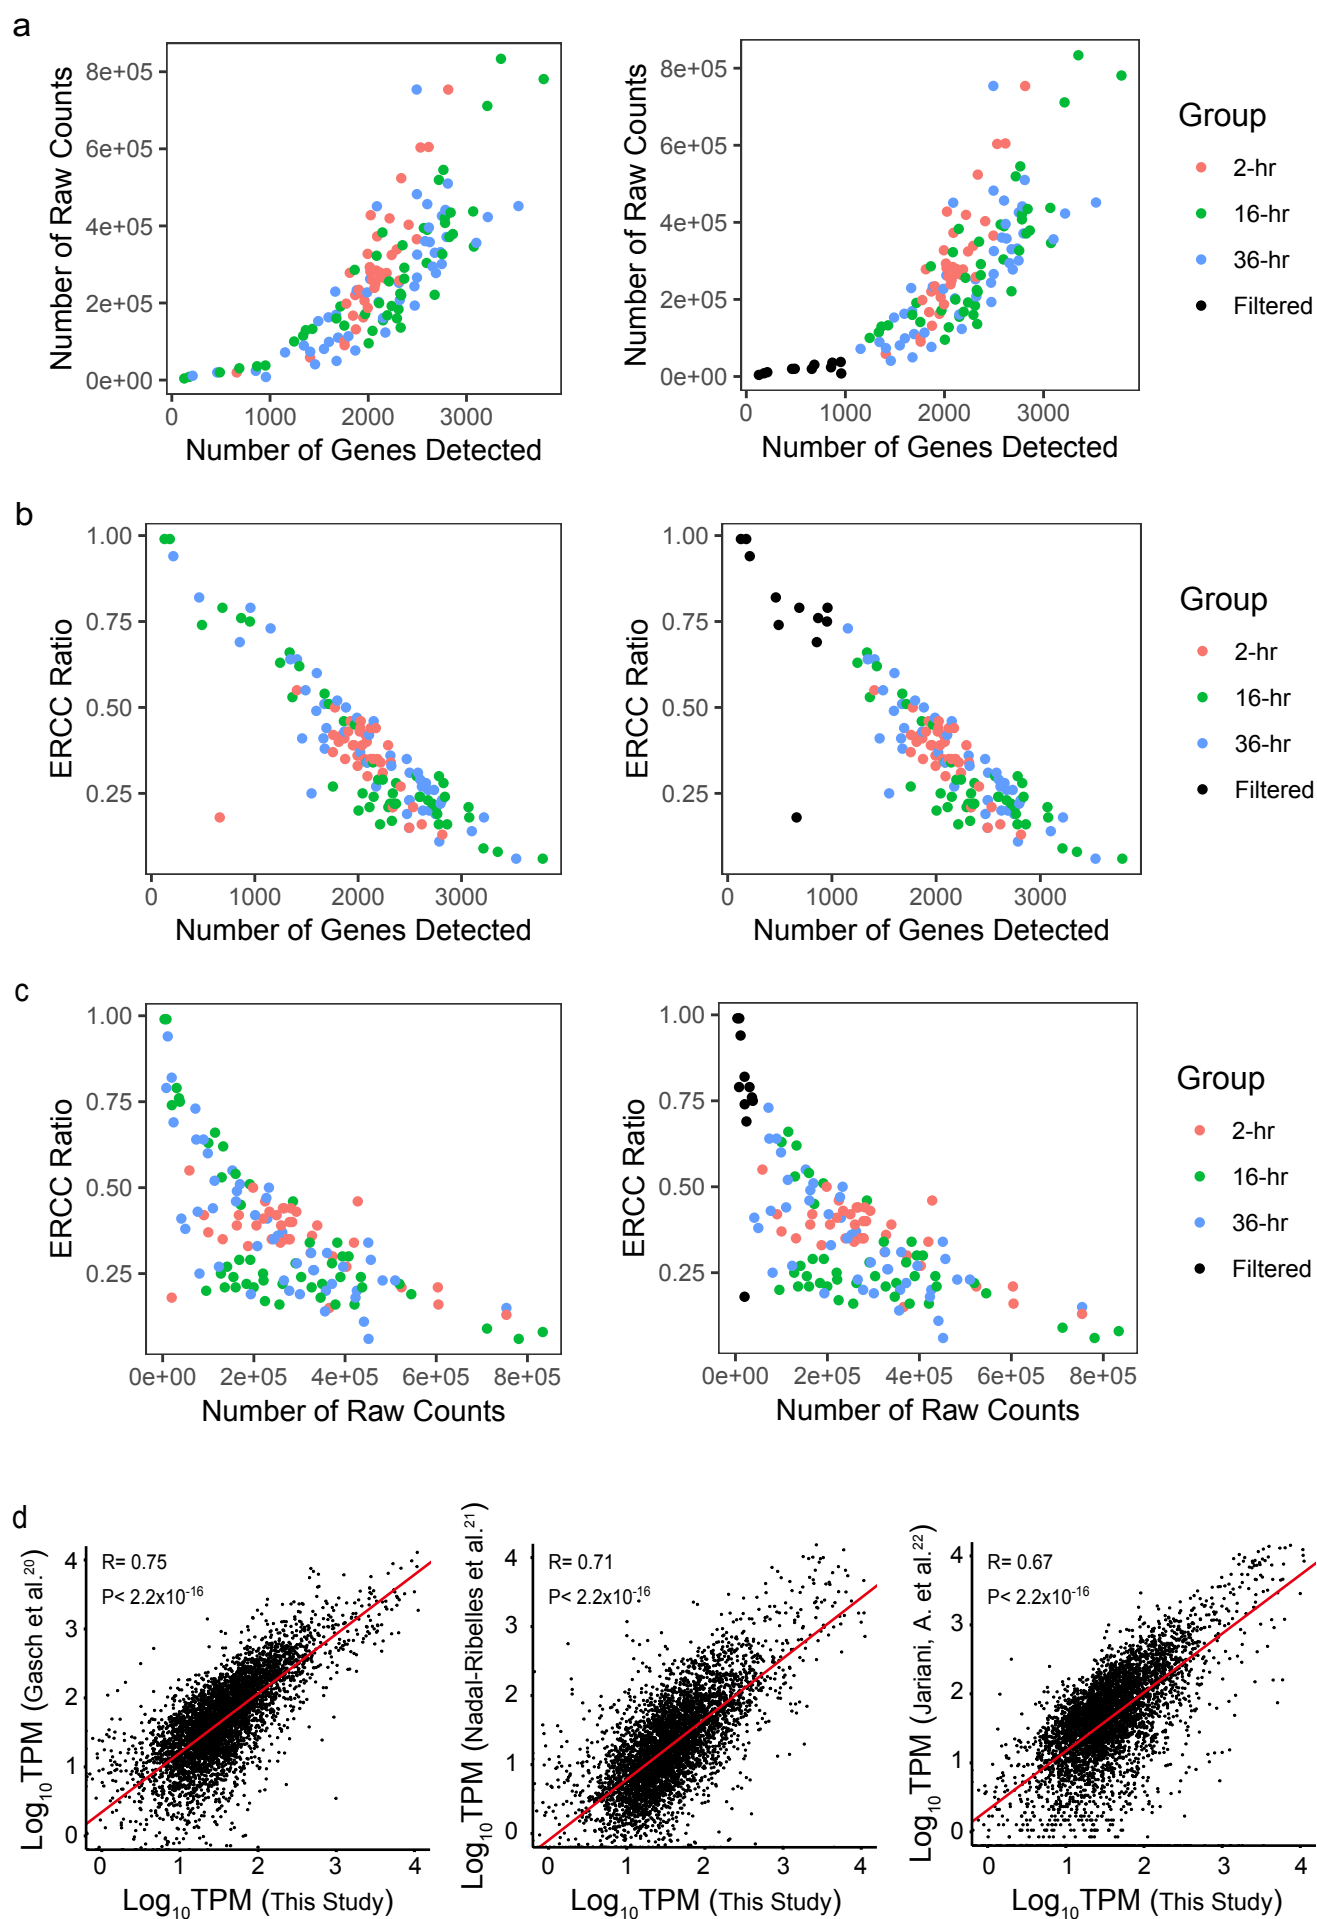

Figure S3, Zhang et al.

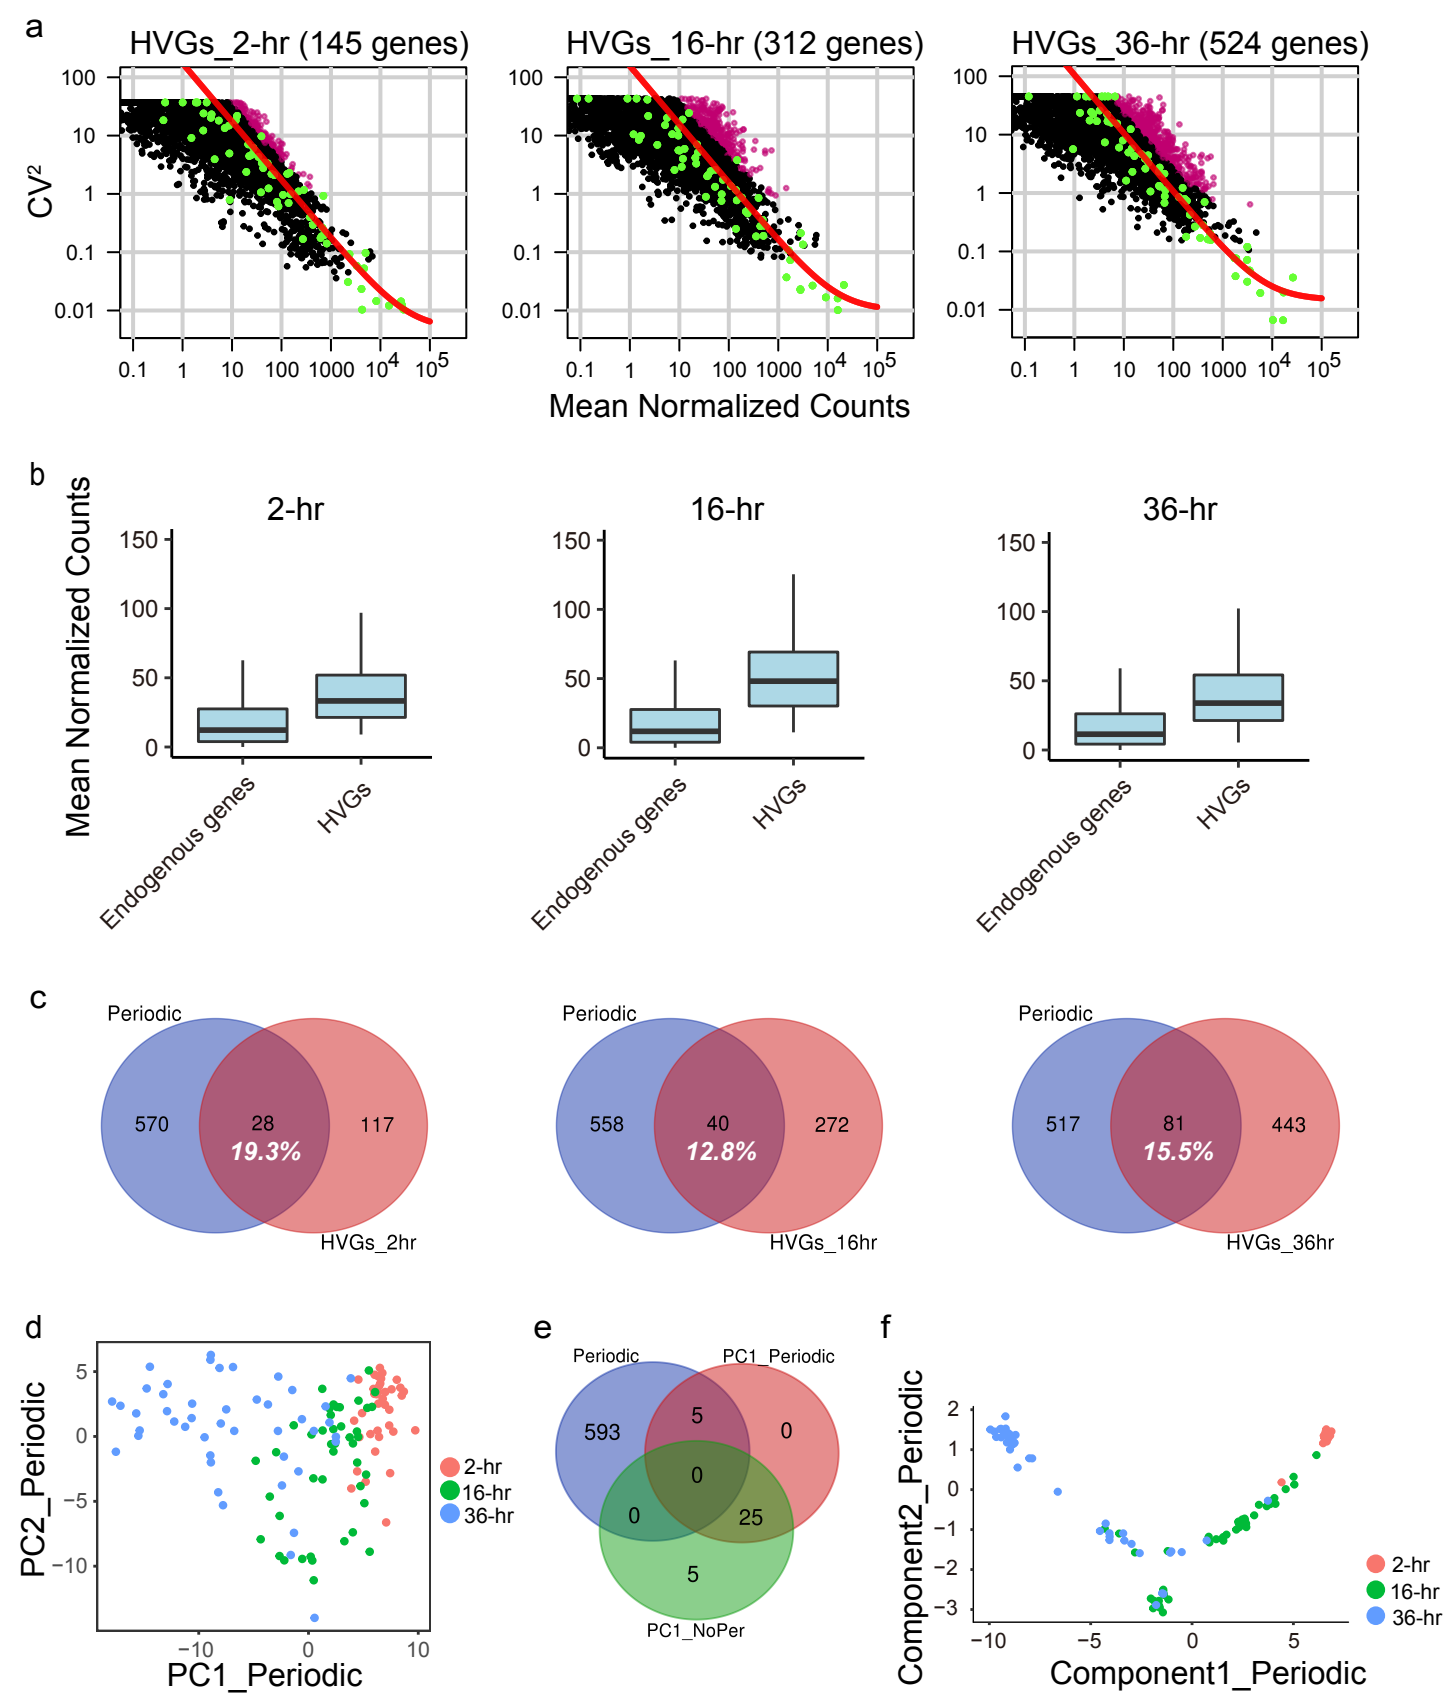

Figure S4, Zhang et al.

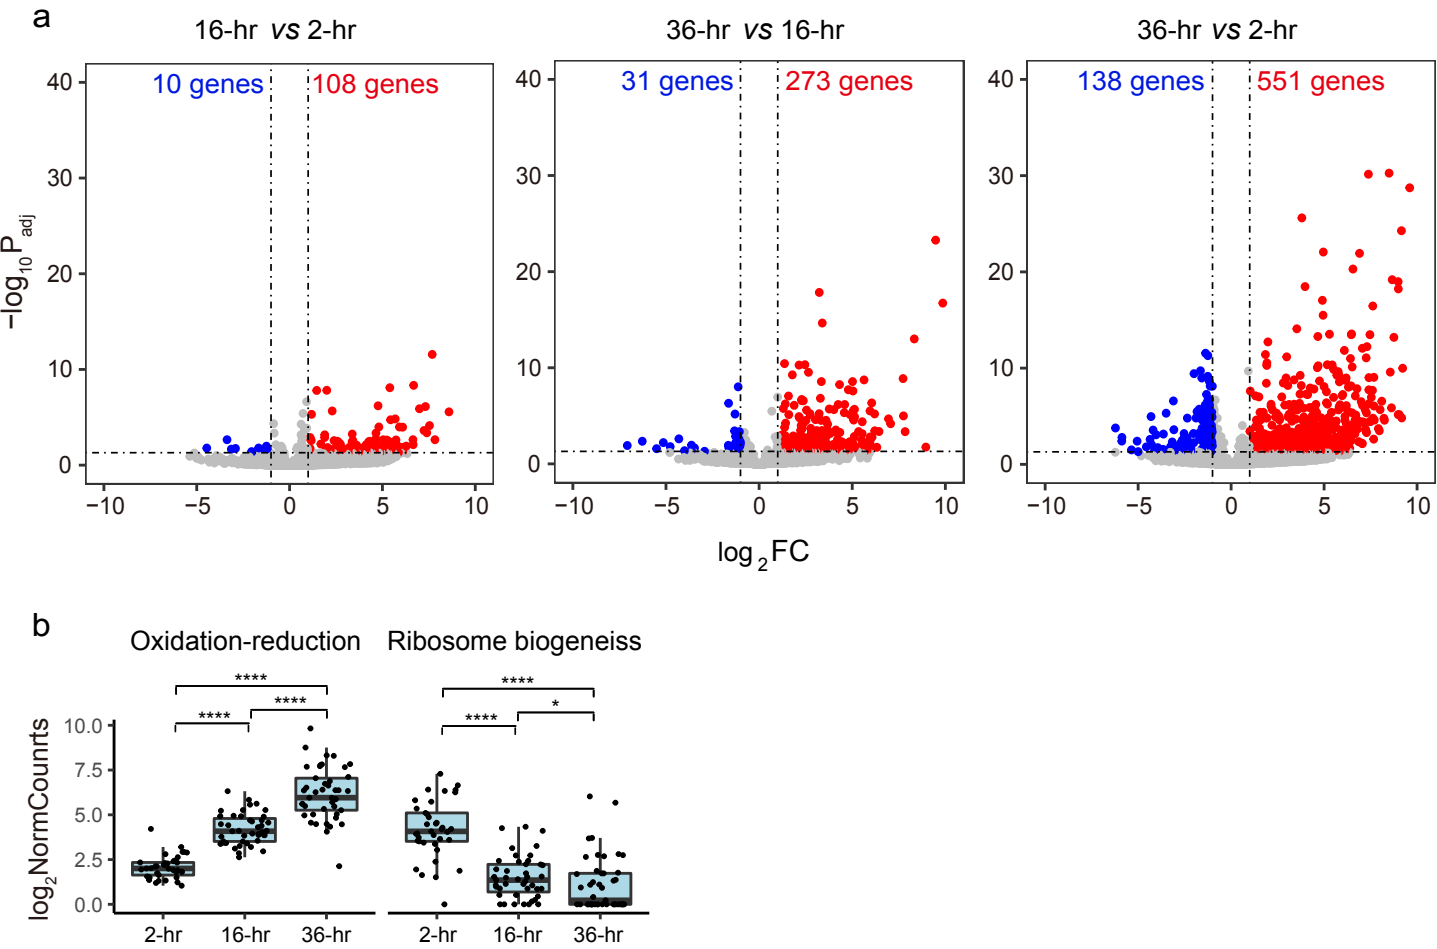

Figure S5, Zhang et al.

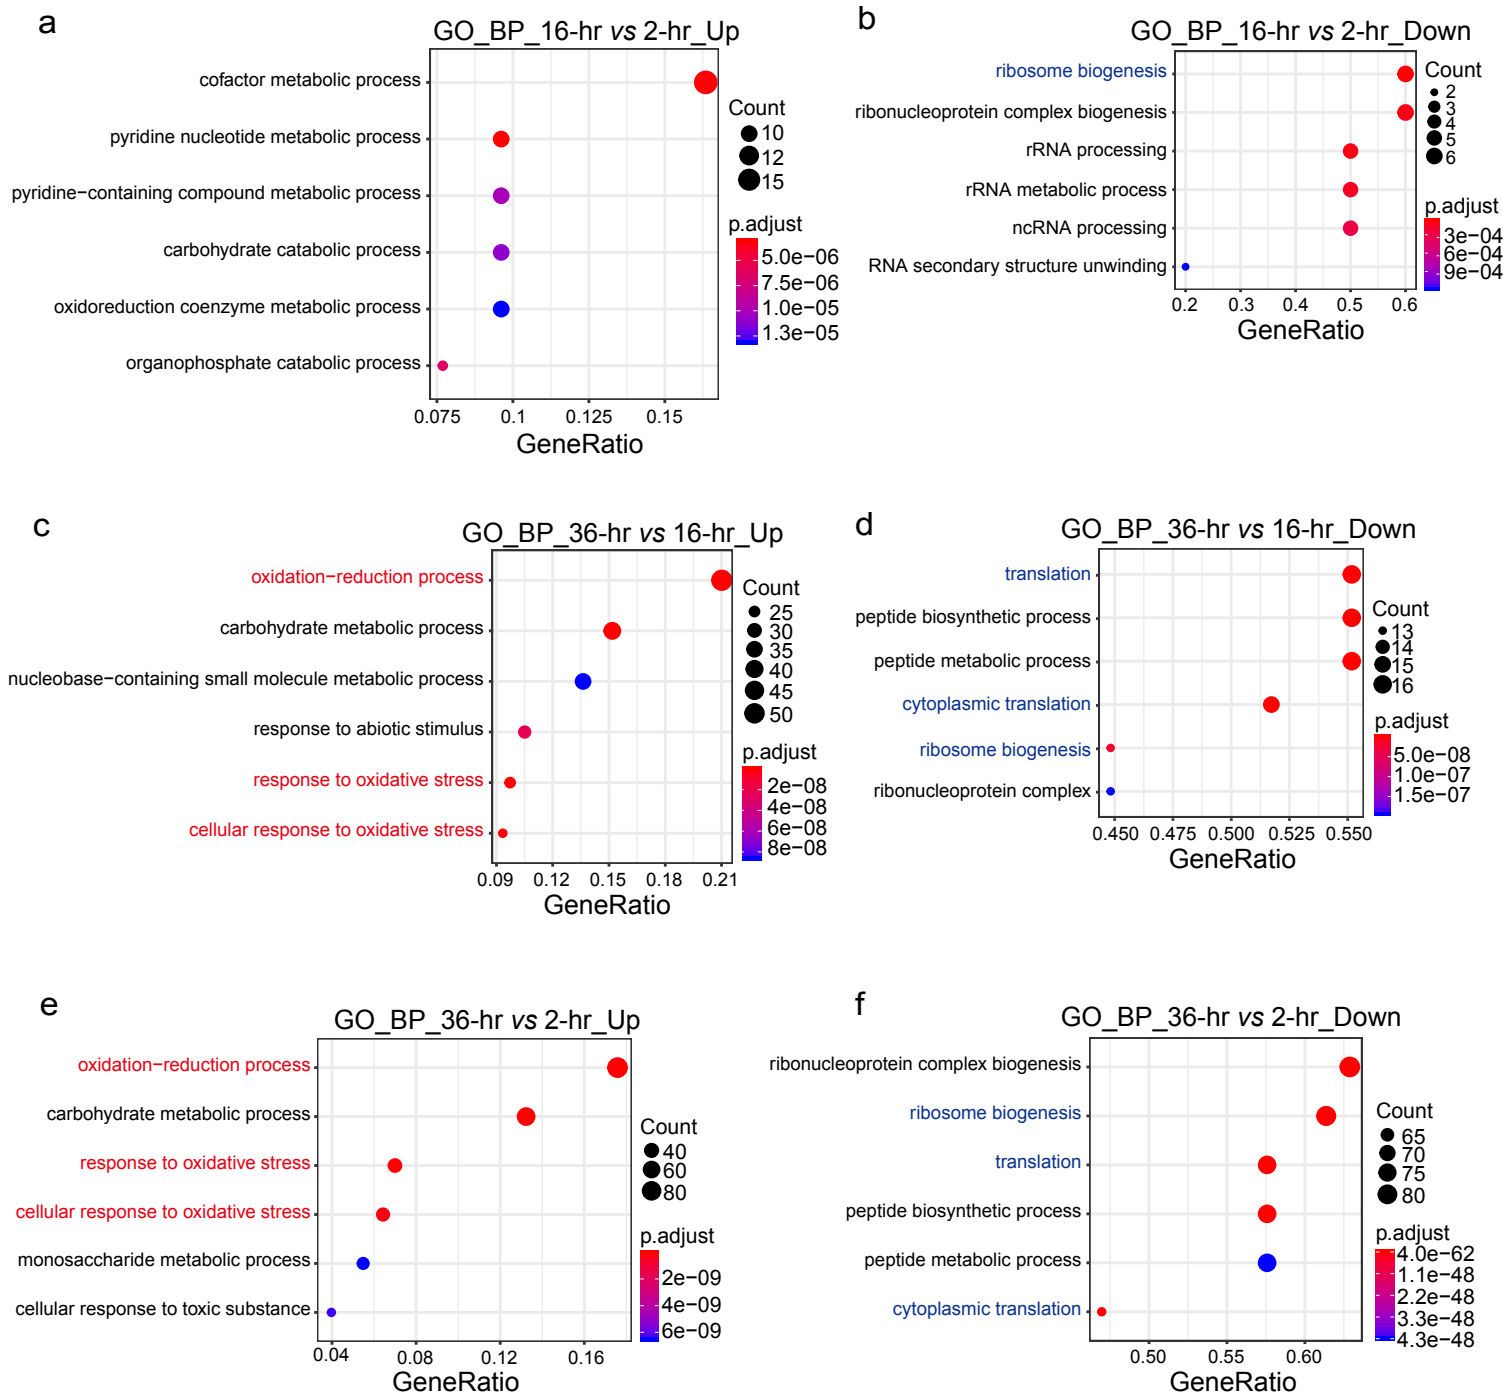

Figure S6, Zhang et al.

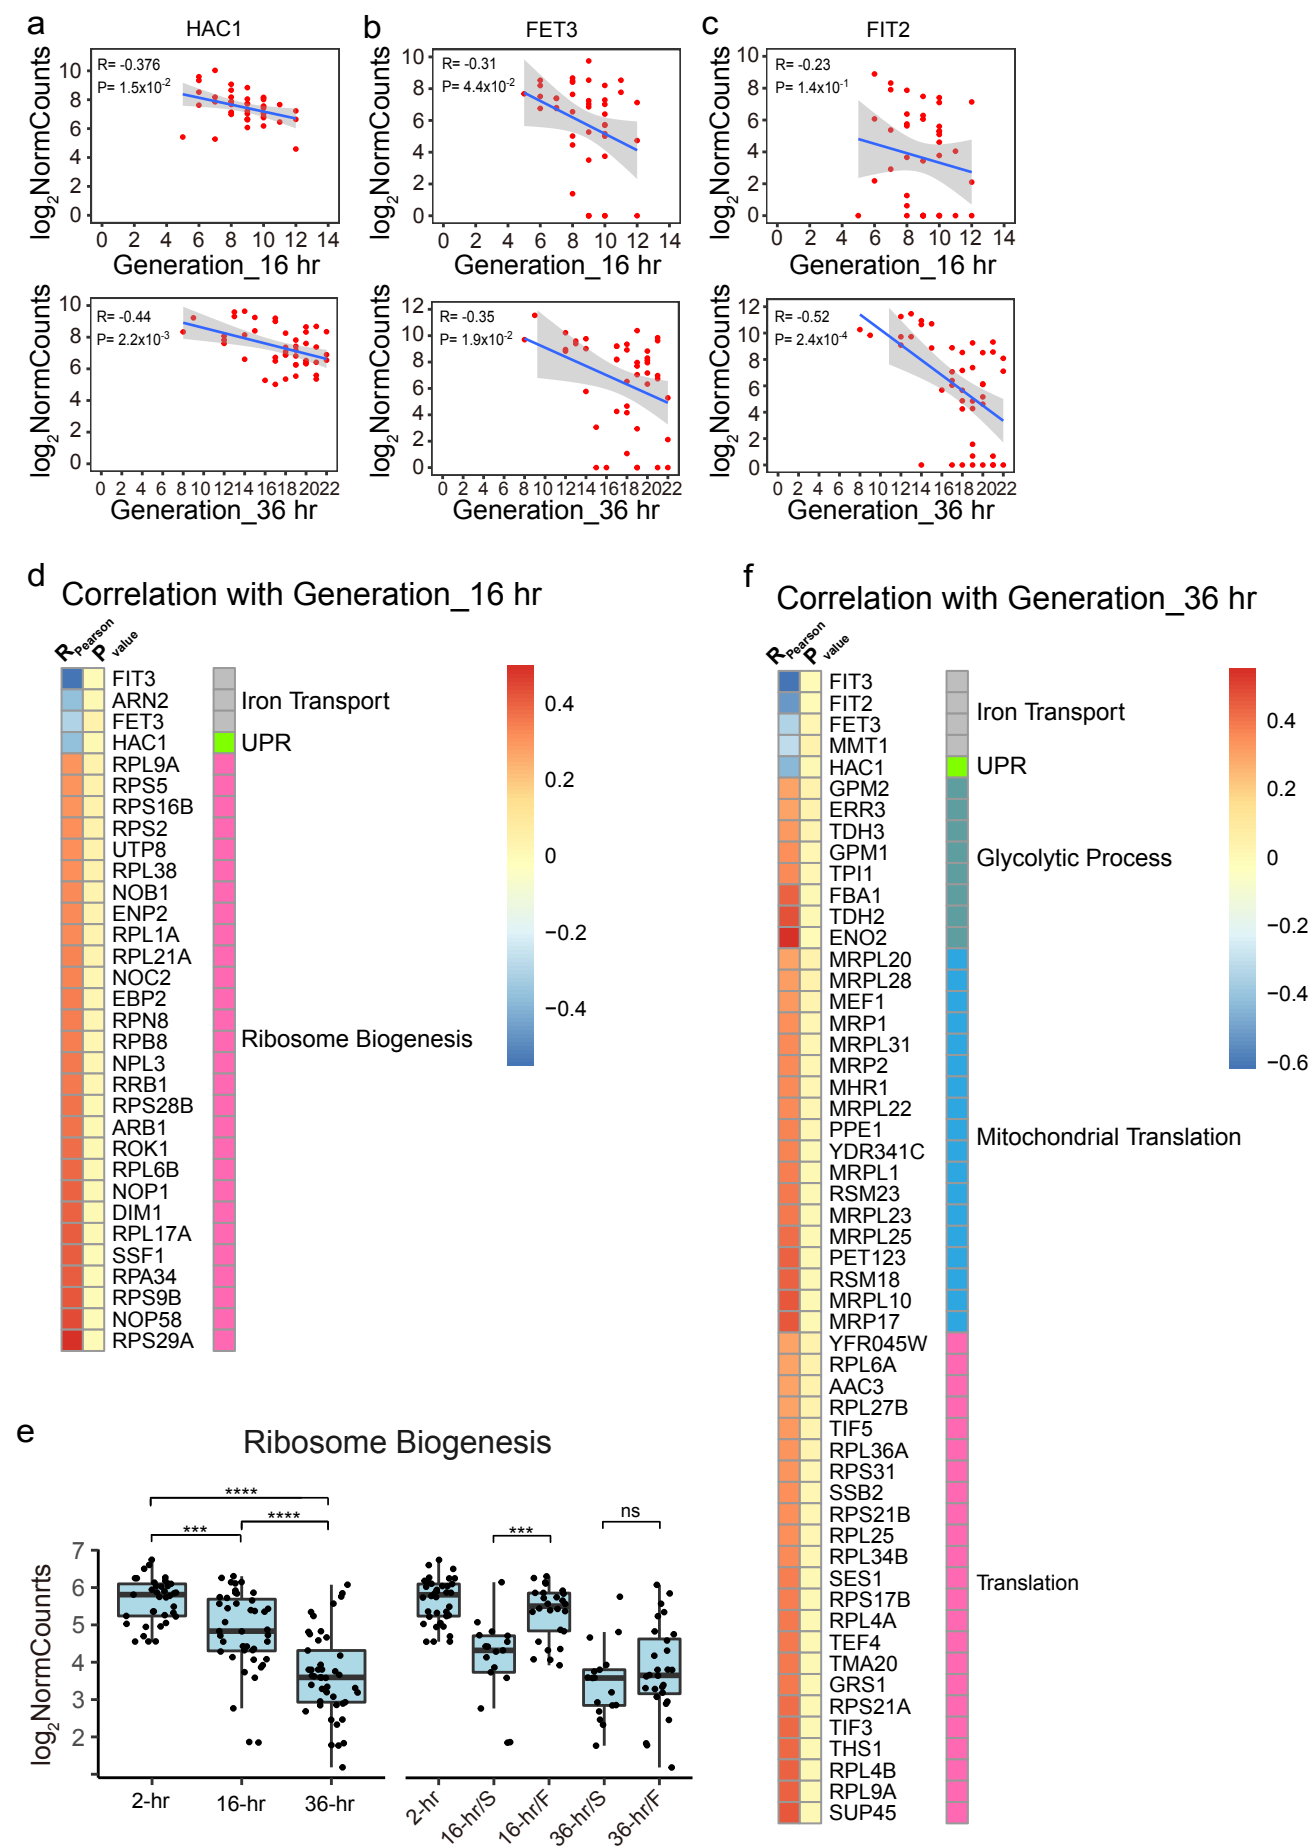

Figure S7, Zhang et al.

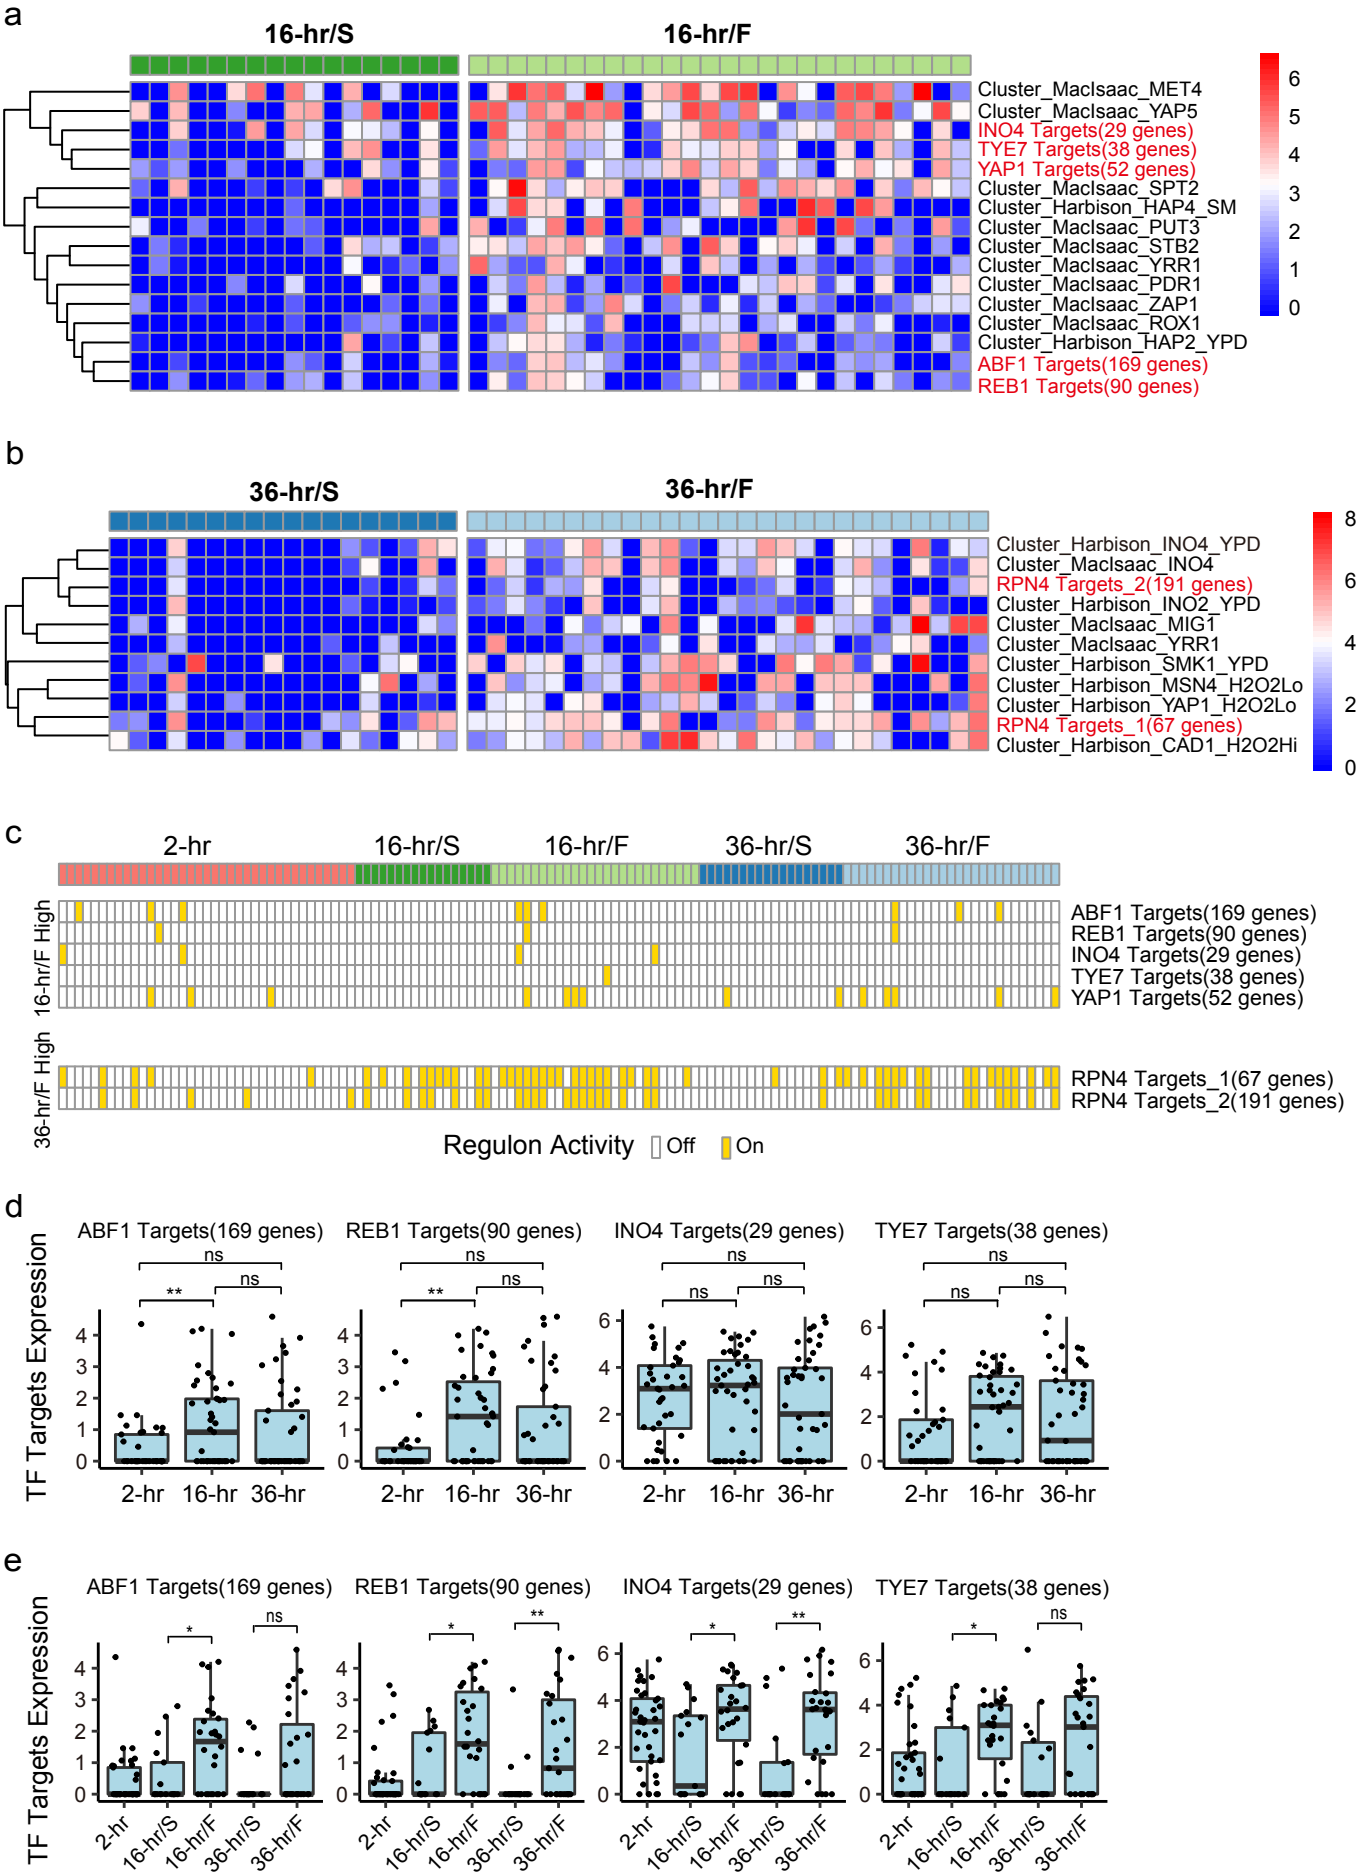

Figure S8, Zhang et al.

a Correlation with Generation\_16 hr

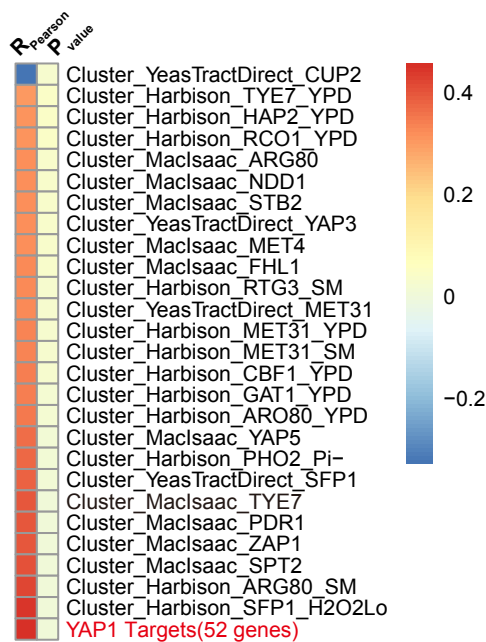

b Correlation with Generation\_36 hr

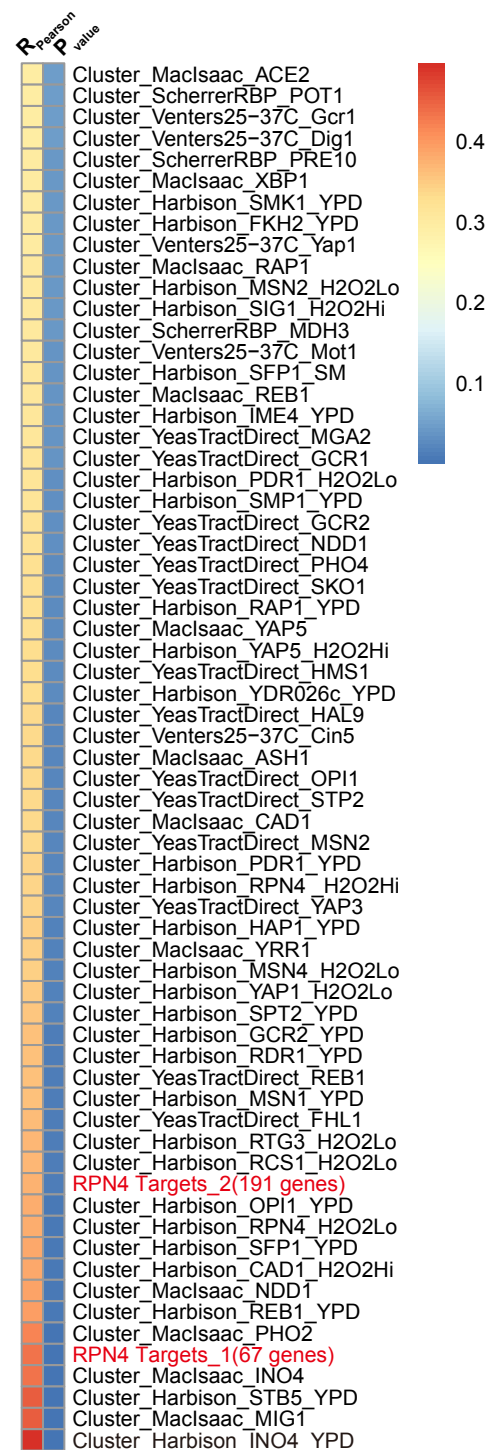

Figure S9, Zhang et al.

a      YAP1 Targets (505 genes, Monteiro, PT. et al.<sup>50</sup>)      b      RPN4 Targets (131 genes, Monteiro, PT. et al.<sup>50</sup>)

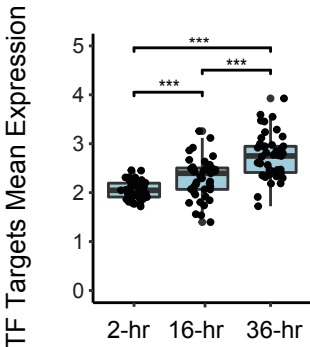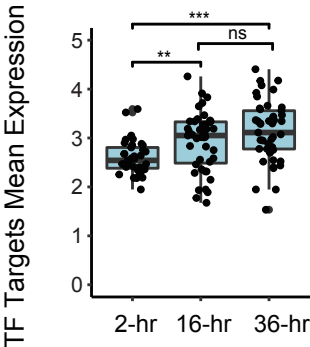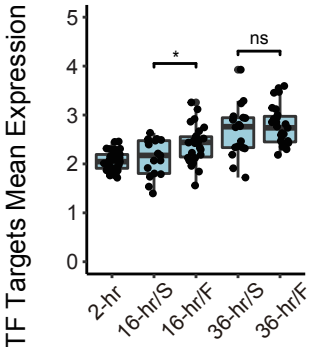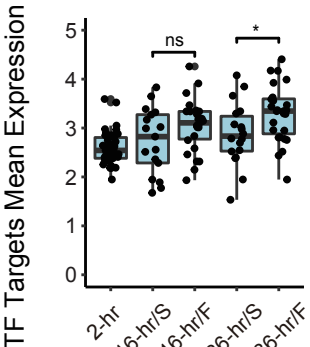

c      HAC1 Targets (12 genes, Monteiro, PT. et al.<sup>50</sup>)

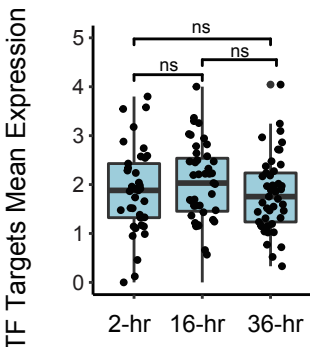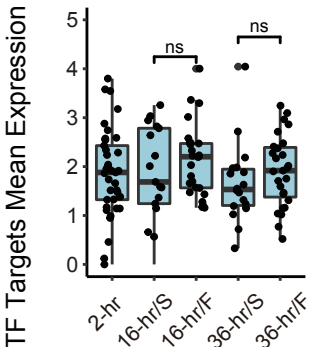

**Supplement:** Supplementary file 1 — Figure S1

How the deposited data were processed for this re-analysis (not part of the article)

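Single cells of budding yeast were isolated by hand at 2, 16 and 36 h after birth, and the RNA of each was sequenced as its own Smart-seq2 library. Of the 136 cells listed, 125 have values in the deposited table, 37 from the 2-h, 43 from the 16-h and 45 from the 36-h age group. The 16-h and 36-h age groups were split at their mean generation, as in Table S1, into 16-h/S with 17 cells, 16-h/F with 26, 36-h/S with 18 and 36-h/F with 27.

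The authors mapped paired-end reads to the S288C genome R64 with HISAT2 2.1.0, sorted them with samtools 1.1 and counted them per gene with featureCounts. The deposited values are log2 normalized counts, which the authors made by dividing the reads counted on a gene by a size factor of the cell from DESeq2 1.22.2, adding 1 and taking the log2. The strand setting of the counting and the filter behind the genes listed are not stated in the paper's text. No gene given here with its identifier overlaps another annotated gene. Gene identifiers were matched to the R64 annotation, in which 5693 were found and 304 were not.

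After the log2 was undone, the values of each cell were whole multiples of 1 step, which gave the size factor and the reads behind every value. All of the 278228 values above 0 were whole numbers of reads within a tolerance of 0.05, with a largest deviation of 8.48e-05. The 92218 values that could be compared with the raw counts of Table S1 were equal. Reads per cell ran from 40883 to 833501 with a median of 263709, and the highest total was 20.4 times the lowest. At this depth 62.9% of all values were 0, so a gene without reads in a cell was not detected there, which does not show that it was not expressed.

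Each deposited sample is 1 cell and the labels name no culture, so each group counted as 1 sample. Means and SDs among cells, differences of mean log2 normalized counts, the probability that a random cell of a group exceeds a random cell of another, and Pearson and Spearman correlations across cells were computed, without p values. Each correlation was computed again without the 2 cells farthest from the median generation. At 16 h, 7 cells were tied for second place and the first in order was left out, so the range over all 7 choices is given beside the values. Shares of cells with reads have exact Clopper-Pearson 95% intervals, which cover counting error only. CV2 was computed on normalized counts over genes with a mean of at least 10, and of at least 100, in each age group. The level of a list in a cell was the mean over its genes, or the median for targets of transcription factors. Lists were compared with 10000 random lists of the same size, drawn with seed 20220 from genes matched on mean level in 50 bins, and single genes with the 200 genes nearest in mean level. These percentiles describe the libraries and are not tests. For tallies that compare 16 h and 36 h with the same 2-h cells, the tally for groups without any change was simulated by drawing all 3 groups 100 times, with replacement, from the 2-h cells. For uniqueness, every 50-base subsequence of a named gene was searched in the rest of the genome.

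The genes named are those the paper's text names, and the 3 genes in each direction with the largest difference of mean log2 normalized counts, for 36 h against 2 h and for S against F at 16 h and 36 h, among genes with reads in at least 50% of the cells of either group. The extremes of the 11 mitochondrial genes are named as well, as are the marker genes listed for the strain and for cell separation, the iron genes of the highly variable lists, PYC1 as the paralog of PYC2, and 6 haploid-specific genes.

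The alternatives were scaling every cell to the same sum, keeping only cells with an ERCC share of at most 0.5, thinning each cell to 40000 reads, a filter on genes with values in at least 10% of cells, mean normalized counts in place of mean log2, medians in place of means over a list and the reverse, a rank correlation, a partial correlation given the number of genes detected, other numbers of variable genes (300 and 1000), other minimum means for CV2 (30 and 200), 100 draws of 37 cells per age group, and leaving out periodic genes. Thinning had been planned with reads scaled to the totals of Table S1, and it was done on the recovered reads, which are exact. The partial correlation given the ERCC share, the choices among tied cells, the other scalings for genes with opposite directions and the comparison of the cell separation genes within their list were added after the values had been seen.

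The procedures were tested on simulated counts drawn from the means and totals of these cells. For 16-h/S against 16-h/F, with 200 genes changed 4-fold among 1905, 98% changed in the right direction. The median difference was 1.81 for genes raised, −1.55 for genes lowered and −0.03 for unchanged genes, so differences of mean log2 are smaller than the change planted. Of unchanged lists of 11 genes, 3.5% stood above the upper end of the middle 95% of random lists, and all lists raised 4-fold did. With CV2 planted at 1, 2 and 4 in the 2-h, 16-h and 36-h cells, the medians recovered over 324 genes were 0.925, 1.76 and 3.33. With equal spread at all ages, the ratio of CV2 between 36 h and 2 h was 1.02 over 328 genes and the difference of mean distance was 0.0087. With 200 genes that doubled every 2 generations across the 16-h cells, 98% had a correlation above 0, with a median of 0.281, against −0.0035 for unchanged genes.

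Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The single-cell imaging, the bulk RNA-seq, other published datasets, the ERCC part of the noise measure, the pseudotime, the lifespan assays and the target lists of REB1, INO4 and TYE7 were not analysed here. The paper's rank test of each target list against the other detected genes of a cell was not rerun. Lists used in part (44 genes each for oxidation-reduction, mitochondrion and translation) entered no comparison with random lists, and neither did the highly variable or periodic genes. MET17, a further marker listed for the strain, has no values in the deposited table and overlaps another annotated gene, so it was not used. MFA1 and MFA2 were not analysed here.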

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

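The tests of reads per cell and of the choice among many genes, and the other scalings and summaries given below, were chosen only after the results had been seen, and the test of the paralog of PYC2 was set before.

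For 4 genes the difference between slow- and fast-dividing cells had opposite directions at 16 h and at 36 h. AGP1 (YCL025C) was higher in S than in F by 2.23 (log2) at 16 h, with a difference of −1.54 at 36 h, a gap of 3.77. GDH3 (YAL062W) had −0.13 at 16 h and 3.08 at 36 h, a gap of −3.21. PYC2 (YBR218C) had −3.62 at 16 h and 0.89 at 36 h, a gap of −4.50. RPN4 (YDL020C) had 0.24 at 16 h and −0.78 at 36 h, a gap of 1.01. The differences between the times were not tested, since each subgroup is 1 sample. The gap of RPN4 is smaller than the SD among cells of any of the subgroups (from 2.94 to 3.60), and the 16-h difference of GDH3 is close to 0. By log2 of mean normalized counts, RPN4 was higher in S at both times, by 0.34 at 16 h and 0.61 at 36 h, so its opposite directions depend on the summary. With only cells of an ERCC share of at most 0.5, GDH3 was higher in S at both times, by 0.29 and 3.29. AGP1 and PYC2 kept opposite directions under both of these and with cells scaled to the same sum. AGP1 had reads in 9 of 17 cells of 16-h/S, 8 of 26 of 16-h/F, 2 of 18 of 36-h/S and 10 of 27 of 36-h/F. GDH3 had reads in 4 of 17, 6 of 26, 13 of 18 and 8 of 27 cells, and PYC2 in 6 of 17, 24 of 26, 11 of 18 and 16 of 27, in the same order.

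A difference in reads per cell between S and F is argued against as the whole cause, because the gaps remained when each cell was thinned to 40000 reads. They were 3.71 for AGP1, −3.02 for GDH3, −4.61 for PYC2 and 0.82 for RPN4. For PYC2, 8.44% of the 50-base subsequences occur elsewhere in the genome, and its paralog is PYC1. Reads shared between the paralogs would move both genes the same way, and PYC1 had S minus F differences of 0.31 at 16 h and 0.92 at 36 h, so at 16 h the 2 genes moved apart. No 50-base subsequence of AGP1, GDH3 or RPN4 occurs elsewhere.

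The choice among many genes stays open. AGP1, GDH3 and PYC2 were named because they were among the most extreme genes at 1 of the times. Of 2666 genes with reads in at least 50% of the cells of a subgroup, 41.2% had opposite signs at 16 h and 36 h, so opposite signs in a handful of named genes may be due to this choice. The division rate and the age that the design names stay open too, untested.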

How the results depend on the processing

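The tests given the ERCC share of reads, a partial correlation, and every choice among tied cells at 16 h were chosen only after the results had been seen, and all other alternatives given here were chosen before the data were examined. No paired analysis was possible because each group is 1 sample, and S and F of an age group are different cells of it.

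In all, 101 results were recomputed and gave 542 values under the alternatives. Of these, 492 kept their direction and moved by less than the spread, 29 kept their direction and moved by more, and 21 reversed. The spread was the SD among cells for a level or difference, 0.2 for a correlation, 0.1 for a probability, a factor of 1.5 for a ratio and the exact interval for a share. Of 71 results that answer a comparison, 44 had no value that moved by more than the spread or reversed. Rank correlations, correlations without the 2 cells farthest from the median generation, results without periodic genes, a filter on genes with values in at least 10% of cells and other numbers of variable genes moved none of the 101 results that they were run on by more than its spread. Among all 110 correlations with generation of genes and lists, most of them outside these results, 5 changed by more than 0.2 without the 2 cells, all at 36 h. They were those of HSP104 (0.370 to 0.631), the median over 44 oxidation-reduction genes (0.154 to 0.359), the mean over 26 oxidative stress response genes (0.0794 to 0.312) and the mean and median over 44 translation genes (0.241 to 0.0373 and 0.173 to −0.0474). The sign changed for 6 correlations, among them that of FIT1 at 36 h (−0.0908 to 0.0204). With rank correlations, 1 changed by more than 0.2, the median over 31 translation genes at 36 h (0.729 to 0.448), and the sign changed for 4. At 16 h, 7 cells were tied for second place in distance from the median generation, and the first in order was left out. Over all 7 choices no correlation among the 101 results changed by more than 0.174, and outside them 1 changed by more than 0.2 at 16 h, the median over 31 translation genes (0.139, with 0.110 to 0.368).

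With only the 109 cells of an ERCC share of at most 0.5, 7 of 101 values reversed and 6 moved. The difference of mean distance between 16 h and 2 h was −0.0021, the ratio of median CV2 between 36 h and 2 h was 0.913, and for genes with at least 100 normalized counts the ratio between 16 h and 2 h was 0.938. The median CV2 of the highly variable genes was 5.07 for the 16-h list and 6.28 for the 36-h list, and the iron gene ratio between 16 h and 2 h was 1.07. Correlations with generation at 16 h were −0.340 for FIT3, −0.0863 for HAC1 and 0.0879 for FIT2. The F minus S difference of the 191 RPN4 targets at 16 h was 0.35. The S minus F differences at 16 h were −0.14 for FIT1, 0.26 for HSP104 and −0.0897 for YAP1. This alternative leaves 12 cells in 16-h/S and 13 in 36-h/S, and beyond that the cause was not tested.

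For genes detected against generation, including the cells removed by the paper's filter gave 0.640 at 16 h. Given the ERCC share, the correlation was −0.152 at 16 h and 0.163 at 36 h. The cause of these changes was not tested beyond the comparison itself.

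Scaled to the same sum, the ratio of median CV2 between 36 h and 2 h was 0.959, and YAP1 had an S minus F difference of −0.0456 at 16 h. With each cell thinned to 40000 reads, this ratio was 0.943 and the YAP1 difference −0.18. Thinning also gave a difference of 0 for the 191 RPN4 targets at 16 h and at 36 h and for the ABF1 targets at 16 h, because the median over a list is 0 when most of its targets have no reads.

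With the median over a list in place of the mean, no direction changed. The differences between 36 h and 2 h were 5.01 for oxidation-reduction, 5.63 for the oxidative stress response, 3.24 for the 44 mitochondrial genes and −4.43 for ribosome biogenesis. Those between 16 h and 2 h were 2.47 for the oxidative stress response and −2.70 for ribosome biogenesis.

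By mean normalized counts in place of mean log2, the difference between 36 h and 2 h was 3.18 for the 44 mitochondrial genes, that of the 11 mitochondrial genes between 16-h/S and 16-h/F was −3.20, and that of the 17 ribosome biogenesis genes between 36-h/S and 36-h/F was 0.0446. FIT1 had −0.74 between 36 h and 2 h and −0.20 between 16-h/S and 16-h/F, and YAP1 had 0.63 between 36 h and 2 h. The cause was not tested.

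The target lists depended most on the summary. With means in place of medians, the F minus S differences were 0.38 at 16 h and −0.0064 at 36 h for the 52 YAP1 targets, 0.49 at 36 h for the 67 RPN4 targets, 0.31 at 16 h for the 191, 0.41 at 36 h for the 131, and 0.33 at 16 h for the ABF1 targets. Given the number of genes detected, they were −0.36 at 36 h for the 52 YAP1 targets, 0.14 at 36 h for the 67 RPN4 targets, −0.45 at 16 h and −0.0136 at 36 h for the 191, −0.0449 at 16 h and 0.19 at 36 h for the 131, and 0.38 at 16 h for the ABF1 targets. The cause was not tested.

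Depth limits the values for genes that few cells detect. The lowest total of 40883 reads is close to the number drawn in thinning, and FIT1 had reads in 1 of 26 cells of 16-h/F.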

Differences from the paper's values

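Of the tests in this part, only the range over the choices among tied cells was chosen after the results had been seen.

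For the correlation between genes detected and generation at 16 h, the paper's value is about 0.62 in Fig. 3a, read by eye, and the value over the 43 cells with deposited values is 0.278. Of the alternatives set before the data were examined, including the cells that the paper's filter removed gave 0.640 over 49 cells, which falls within the paper's value. The legend of Fig. 3 says that cells with fewer than 1000 genes were plotted there and discarded in the rest of the analysis. The other alternatives did not: 0.149 with only cells of an ERCC share of at most 0.5, 0.316 with each cell thinned to 40000 reads, 0.300 as a rank correlation and 0.294 without the 2 cells farthest from the median generation (0.170 to 0.366 over the choices among tied cells).

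The paper's text counts 29 differentially expressed genes between 16-h/S and 16-h/F, 5 higher and 24 lower in 16-h/S, all of which are the paper's values. Table S5 lists 34 genes, 7 higher and 27 lower.

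The paper states that the 505 YAP1 targets were higher in 16-h/F than in 16-h/S. The median over the 482 targets with values was 0 in both subgroups, and by the mean over targets 16-h/F was higher by 0.28. The median S minus F shift over 1905 genes was −0.33 at 16 h, so the difference of the targets does not go beyond it.

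The paper states that noise increased during aging, mainly at higher expression. The ratio of median CV2 over 2473 genes was 0.909 between 16 h and 2 h and 1.09 between 36 h and 2 h. For genes with at least 100 normalized counts it was 1.27 and 2.21.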

Other observations

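Some tests in this part were chosen only after the results had been seen. They are those of reads per cell for STE3, and of the choice of genes for the lists that rise with generation. The tests of the cell separation genes within their list and of genes detected given the ERCC share were also chosen then. The other tests in this part were set before.

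Cells stood farther from the mean profile of their age group at 36 h than at 2 h by 0.0681. A difference in reads per cell is argued against as the whole cause, because the difference was 0.0648 with each cell thinned to 40000 reads. A difference in the ERCC share stays partly open, since it was 0.0498 with only cells of a share of at most 0.5. With rank correlations the difference was 0.0401, smaller than the SD among cells of 0.0547. Age, which the design names, stays open and untested.

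The number of genes detected rose with generation, and the capture of cell RNA relative to the spike-in may account for this. Given the ERCC share, the larger of the correlations at 16 h and 36 h was 0.163, against 0.278 and 0.468 without it. The ERCC share itself may follow the RNA content of a cell, so a larger cell and a better captured cell were not separated by this test.

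The 52 YAP1 targets were higher in 16-h/F than in 16-h/S by 1.95 in median log2 normalized count, at the 85.2nd percentile of random lists matched on mean expression. The 67 RPN4 targets were higher in 36-h/F than in 36-h/S by 2.67, at the 25.4th percentile. The number of genes detected per cell, which is higher in F, may therefore account for both differences of medians. The paper also compared the targets with the other detected genes within each cell, and that criterion was not rerun here. The correlation of the YAP1 targets with generation at 16 h, at the 99.3rd percentile, is not covered by the test of the differences. The authors chose the list partly by this correlation on the same cells, so a high percentile is built into the choice. A change in the activity of either factor stays open and untested.

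The 11 mitochondrial genes were chosen by the authors on 16-h cells. At 36 h, which the choice did not use, their S minus F difference of −0.92 stood at the 0.22nd percentile of random lists, which argues against the choice of the genes as the whole cause. Since 3 of the 11 genes were higher in 36-h/S, a lower expression of the genes as a set is a hypothesis here, and the division rate that the design names stays open as its source.

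FIT3 is higher in S than in F beyond all of the 200 genes nearest to it in mean level, at the 100th percentile at both times. The authors chose FIT3 and HAC1 for higher expression in 16-h/S on the same cells, so a high percentile at 16 h is built into the choice. The choice did not use the 36-h cells. The percentile of FIT3 at 36 h argues against a normalization that lifts abundant genes in cells with few genes detected. HAC1 stood at the 96th percentile at 16 h, within the middle 95% of such genes, and at 36 h its difference of 1.02 was just above their upper end of 1.01. For HAC1 this normalization and a change in the gene itself cannot be told apart, because the 2 times gave different answers. With only cells of an ERCC share of at most 0.5, the difference of HAC1 at 16 h was 0.22.

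The 17 ribosome biogenesis genes were chosen by their correlation with generation on 16-h cells, and the lists for mitochondrial translation, glycolysis and translation on 36-h cells. At the time not used for the choice, their correlations stood at the 17.0th percentile of random lists for ribosome biogenesis, at the 39.3rd for mitochondrial translation, at the 21.1st for glycolysis and at the 54.1st for translation. Their F minus S differences at that time stood at the 15.4th, 90.3rd, 11.4th and 94.7th percentiles in the same order (0.19, 0.49, 0.02 and 0.50), all within the middle 95% but high for mitochondrial translation and translation. The choice of the genes on the same cells may therefore account for the correlations. A difference between F and S at 16 h for these 2 lists, and a relation that holds at 1 time alone, stay open.

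The titles of the samples name BY4741 and the other labels BY4742. A mislabelled sample, with a title that names the wrong strain, is a candidate explanation. Reads of LYS2, which is deleted in BY4742, were found in 5 of 125 cells, those of the a-cell receptor STE2 in 1, and those of the α-cell receptor STE3 in 50. The receptor counts are those of an α strain such as BY4742. The 5 cells with reads of LYS2, from 1 to 21 per cell, go against a complete absence of the gene, and the source of these reads was not tested. A gene with few reads would be seen in few cells of either strain.

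DSE1, DSE2, SCW11 and CTS1, which daughter cells express to separate from their mother, were higher at 16 h than at 2 h by 2.03 as a mean, at the 100th percentile of random lists, and higher at 36 h by 0.85, which lies within the middle 95% of random lists (−0.49 to 1.15). Table S4 lists them as higher at 16 h on the same cells, so the percentile of the 16-h difference is built into the choice, and the paper's text does not discuss them. Their mean pairwise correlation across 16-h cells was 0.682, at the 100th percentile of random sets and also of sets of 4 other genes of that list, whose middle 95% ended at 0.204, and at least 2 of the 4 genes had reads in 1 of 37 cells at 2 h, 16 of 43 at 16 h and 8 of 45 at 36 h. RNA from an attached daughter cell is a candidate source for these reads. Expression of the 4 genes together in 1 phase of the cell cycle would give the same correlation and was not tested.

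STE3 had reads in 21 of 37 cells at 2 h, 22 of 43 at 16 h and 7 of 45 at 36 h, a difference of −2.23 between 36 h and 2 h. A difference in reads per cell is argued against, since the difference was −2.27 in thinned cells. Expression of the silent mating-type information in old cells would lower haploid-specific genes too, and the mean of GPA1, STE4, STE18, FUS3, STE5 and FAR1 changed by −0.15, at the 12.1st percentile of random lists, whose middle 95% ran from −0.54 to 1.51. By the criterion set beforehand, a value within the middle 95% counts against the explanation. It was left open only after the value had been seen, because 3 of the 6 genes were lower at 36 h (FUS3 by 1.28, STE5 by 1.60 and STE4 by 0.23) and 3 were higher (FAR1 by 0.95, GPA1 by 0.69 and STE18 by 0.61). A mean over genes that move both ways does not decide, and this explanation and others for STE3 cannot be told apart. A decrease with age by another route was not tested.

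HSP104 (YLL026W), which the paper studies by imaging, had a level of 1.45 at 2 h, 4.95 at 16 h and 6.59 at 36 h. At 16 h it was 4.68 in S and 5.13 in F, with a correlation with generation of 0.156. At 36 h it was 4.38 ± 3.98 in S and 8.07 ± 2.29 in F (SD among cells), with reads in 11 of 18 and 27 of 27 cells. Its correlation with generation was 0.370 at 36 h, and 0.631 without the 2 cells farthest from the median generation. At 16 h the correlation without the 2 cells ran from −0.0163 to 0.133 over the choices among tied cells. In imaged cells the paper reports negative correlations between HSP104-GFP and generations, the opposite sign. That measure is a tagged protein in other cells and another medium, so the RNA values neither reproduce nor refute it.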
